# Systems-Level Analysis of Oxygen Exposure in *Zymomonas mobilis*: Implications for Isoprenoid Production

**DOI:** 10.1128/mSystems.00284-18

**Published:** 2019-02-12

**Authors:** Julia I. Martien, Alexander S. Hebert, David M. Stevenson, Matthew R. Regner, Daven B. Khana, Joshua J. Coon, Daniel Amador-Noguez

**Keywords:** MEP pathway, *Zymomonas mobilis*, biofuels and bioproducts, gluconate, iron-sulfur clusters, isoprenoids, metabolomics, oxygen exposure, proteomics, transcriptomics

## Abstract

Zymomonas mobilis is an aerotolerant anaerobe and prolific ethanologen with attractive characteristics for industrial bioproduct generation. However, there is currently insufficient knowledge of the impact that environmental factors have on flux through industrially relevant biosynthetic pathways. Here, we examined the effect of oxygen exposure on metabolism and gene expression in Z. mobilis by combining targeted metabolomics, mRNA sequencing, and shotgun proteomics. We found that exposure to oxygen profoundly influenced metabolism, inducing both transient metabolic bottlenecks and long-term metabolic remodeling. In particular, oxygen induced a severe but temporary metabolic bottleneck in the methyl erythritol 4-phosphate pathway for isoprenoid biosynthesis caused by oxidative damage to the iron-sulfur cofactors of the final two enzymes in the pathway. This bottleneck was resolved with minimal changes in expression of isoprenoid biosynthetic enzymes. Instead, it was associated with pronounced upregulation of enzymes related to iron-sulfur cluster maintenance and biogenesis (i.e., flavodoxin reductase and the *suf* operon). We also detected major changes in glucose utilization in the presence of oxygen. Specifically, we observed increased gluconate production following exposure to oxygen, accounting for 18% of glucose uptake. Our results suggest that under aerobic conditions, electrons derived from the oxidation of glucose to gluconate are diverted to the electron transport chain, where they can minimize oxidative damage by reducing reactive oxygen species such as H_2_O_2_. This model is supported by the simultaneous upregulation of three membrane-bound dehydrogenases, cytochrome *c* peroxidase, and a cytochrome *bd* oxidase following exposure to oxygen.

**IMPORTANCE** Microbially generated biofuels and bioproducts have the potential to provide a more environmentally sustainable alternative to fossil-fuel-derived products. In particular, isoprenoids, a diverse class of natural products, are chemically suitable for use as high-grade transport fuels and other commodity molecules. However, metabolic engineering for increased production of isoprenoids and other bioproducts is limited by an incomplete understanding of factors that control flux through biosynthetic pathways. Here, we examined the native regulation of the isoprenoid biosynthetic pathway in the biofuel producer Zymomonas mobilis. We leveraged oxygen exposure as a means to perturb carbon flux, allowing us to observe the formation and resolution of a metabolic bottleneck in the pathway. Our multi-omics analysis of this perturbation enabled us to identify key auxiliary enzymes whose expression correlates with increased production of isoprenoid precursors, which we propose as potential targets for future metabolic engineering.

## Abstract (precis)

Microbially generated biofuels and bioproducts have the potential to provide a more environmentally sustainable alternative to fossil-fuel-derived products. In particular, isoprenoids, a diverse class of natural products, are chemically suitable for use as high-grade transport fuels and other commodity molecules. However, metabolic engineering for increased production of isoprenoids and other bioproducts is limited by an incomplete understanding of factors that control flux through biosynthetic pathways. Here, we examined the native regulation of the isoprenoid biosynthetic pathway in the biofuel producer Zymomonas mobilis. We leveraged oxygen exposure as a means to perturb carbon flux, allowing us to observe the formation and resolution of a metabolic bottleneck in the pathway. Our multi-omics analysis of this perturbation enabled us to identify key auxiliary enzymes whose expression correlates with increased production of isoprenoid precursors, which we propose as potential targets for future metabolic engineering.

## INTRODUCTION

The mounting costs of fossil fuel extraction and consumption have generated a critical need to develop alternative sources of fuels and commodity molecules. Recently, microbially generated bioproducts have emerged as a promising replacement for fossil-fuel-derived chemicals. Isoprenoids, also called terpenoids, constitute a diverse class of natural products whose members are attractive alternatives to gasoline, diesel, and jet fuel and can also be used as flavor additives, fragrances, pharmaceuticals, and synthetic polymer precursors (1). Metabolic engineering to enhance isoprenoid production in microorganisms has therefore become a growing area of research. Such efforts have focused on two distinct metabolic pathways for isoprenoid biosynthesis: the mevalonate pathway, used in archaea and the cytosol of eukaryotes, and the methyl erythritol 4-phosphate (MEP) pathway, used in most bacteria and in plant chloroplasts. Due to differences in the initial substrates, the MEP pathway has a higher theoretical yield than the mevalonate pathway, making it a more attractive target for metabolic engineering (2). However, knowledge gaps regarding the regulation of MEP pathway activity have prevented well-informed targeted metabolic engineering.

### The MEP pathway: challenges in metabolic engineering.

The MEP pathway, depicted in Fig. 1, generates the two five-carbon molecules, isopentenyl diphosphate (IDP) and dimethylallyl diphosphate (DMADP), that are required for the synthesis of all isoprenoids. The final two enzymes of the pathway are IspG, which converts the intermediate 2-C-methyl-d-erythritol 2,4-cyclodiphosphate (MEcDP) to 1-hydroxy-2-methyl-2-(*E*)-butenyl-4-diphosphate (HMBDP), and IspH, which reduces HMBDP to form either IDP or its isomer, DMADP. Both IspG and IspH rely on a [4Fe-4S] cluster cofactor to carry out their reduction reactions (3). Increased expression of IspG and IspH in their apo form is therefore not sufficient to increase enzyme activity, complicating the process of metabolic engineering. Conversion of IspG and IspH to the catalytically active holoenzyme requires construction and insertion of a [4Fe-4S] cluster as well as continual rereduction of the cluster after each catalytic turnover, a process that involves several auxiliary enzymes. As a result, the final two steps of the MEP pathway have become engineering bottlenecks; although several groups have successfully increased production of MEcDP (the substrate of IspG), the production of IDP/DMADP or downstream products has been far more challenging (4–6). For this reason, we have chosen to examine the physiological response to perturbations in MEP pathway with specific emphasis on IspG and IspH.

**FIG 1:**
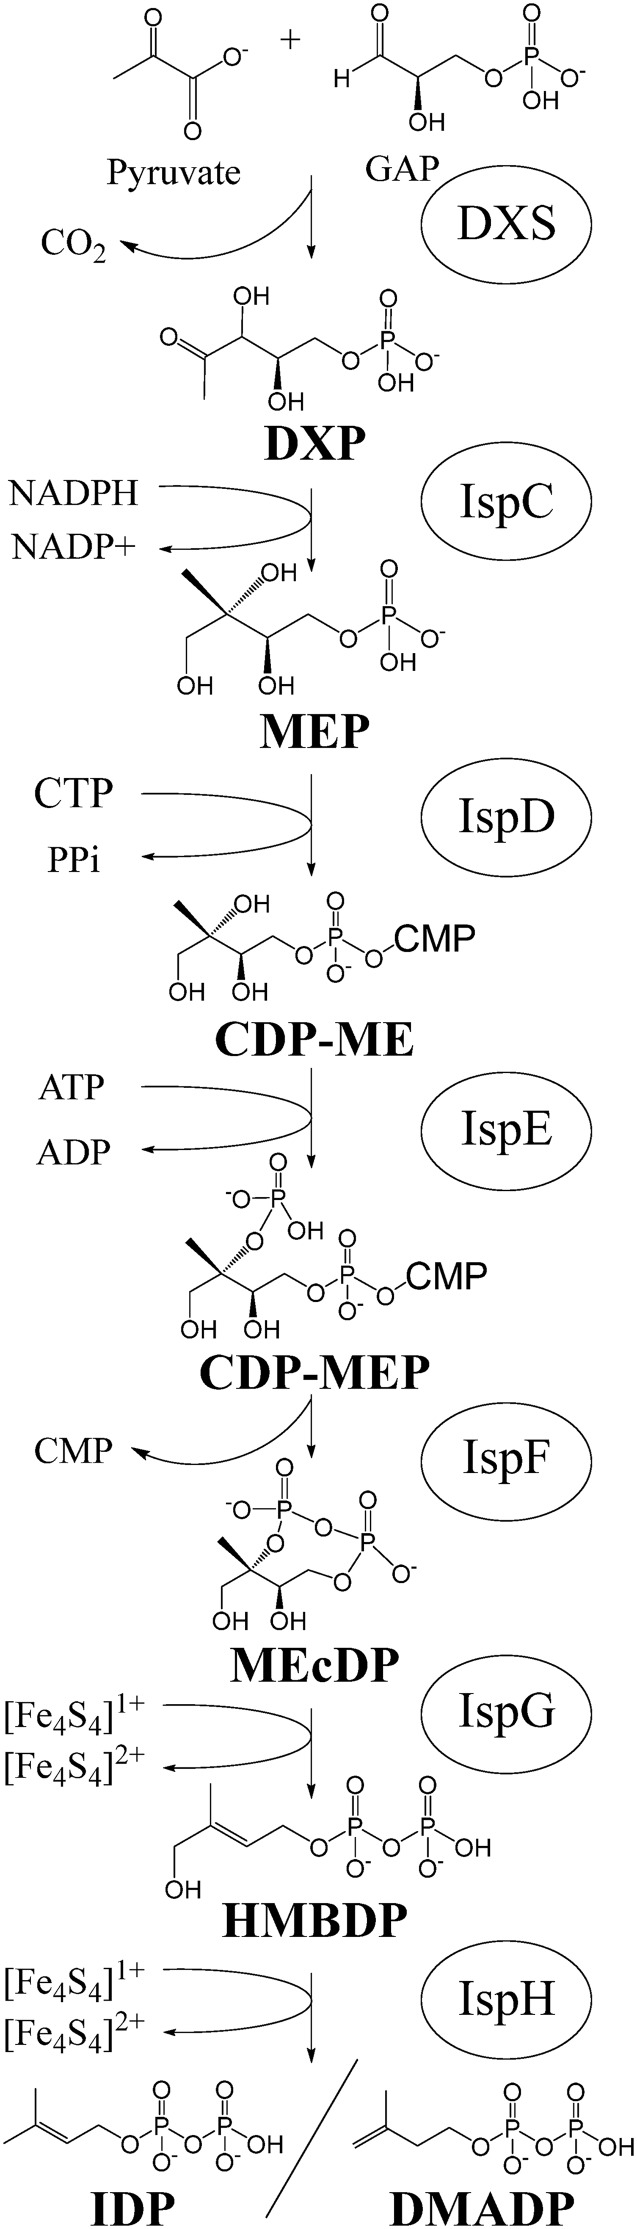
The seven enzymatic steps of the MEP pathway. Intermediates: GAP (d-glyceraldehyde 3-P), DXP (1-deoxy-d-xylulose 5-P), MEP (2-C-methyl-d-erythritol 4-P), CDP-ME (4-diphosphocytidyl-2-C-methyl-d-erythritol), CDP-MEP (4-diphosphocytidyl-2-C-methyl-d-erythritol-2-phosphate), MEcDP (2-C-methyl-d-erythritol 2,4-cylcodiphosphate), HMBDP (4-hydroxy-3-methylbut-2-enyl-diphosphate), DMADP (dimethylallyl diphosphate), IDP (isopentenyl diphosphate). Enzymes: DXS (DXP synthase), IspC (DXS reductoisomerase), IspD (MEP cytidyl transferase), IspE (CDP-ME kinase), IspF (MEcDP synthase), IspG (HMBDP synthase), IspH (HMBDP reductase).

### Zymomonas mobilis: a promising isoprenoid producer.

The alphaproteobacterium Zymomonas mobilis possesses several desirable characteristics for industrial-scale biofuel production. These include robust anaerobic growth, a broad pH range, and “generally regarded as safe” status (7). Additionally, Z. mobilis exclusively utilizes the highly thermodynamically favorable Entner-Doudoroff (ED) glycolytic pathway, allowing rapid glucose consumption (8). Interest in Z. mobilis as a biofuel producer was initially focused on ethanol production as the species natively converts up to 96% of glucose to ethanol (9). However, this highly catabolic metabolism can also be leveraged for the production of nonethanol products since the carbon natively sent to ethanol can be rerouted toward bioproducts of interest without competing with biomass. Z. mobilis is particularly well suited to production of isoprenoids because the ED pathway, unlike classical glycolysis, generates pyruvate and GAP (d-glyceraldehyde 3-P) in a 1:1 ratio, matching the precursor needs for the MEP pathway. Additionally, Z. mobilis is known to possess lipid membranes containing high levels of hopanoids, a subclass of isoprenoids, suggesting that the species is capable of sustaining high flux through the MEP pathway (10). Despite the potential of Z. mobilis as an isoprenoid-producing organism, very little is known about the regulation of the MEP pathway in this species.

In this study, we employed systems-level approaches to characterize the physiological response to oxygen exposure in Z. mobilis in order to advance our understanding of both the *in vivo* regulation of MEP pathway activity, with specific emphasis on IspG and IspH, and the fundamental physiology of this industrially relevant organism.

## RESULTS

### Experimental design: the oxygen exposure time course.

In order to better understand Z. mobilis physiology, in particular, the metabolic regulation of the MEP pathway, we conducted a systems-level analysis of the response to oxygen exposure. This analysis included quantitation of intracellular and extracellular metabolites by liquid chromatography coupled to mass spectrometry (LC-MS), mRNA sequencing, and shotgun proteomics. We chose to examine oxygen exposure for two main reasons. First, aerobic conditions are known to dramatically change growth and metabolism in Z. mobilis but the precise physiological response to oxygen is still poorly understood (11–13). This response is likely distinct from that of well-studied model organisms due to the unusual highly catabolic metabolism of Z. mobilis. Of particular interest is the fact that Z. mobilis paradoxically contains all the genes required for a functional electron transport chain but exhibits a markedly lower growth rate under aerobic conditions than under anaerobic conditions (14–19). Second, it has been observed in other organisms that oxidative stress impacts MEP pathway activity via inhibition of the [4Fe-4S] cluster cofactors of IspG and IspH (20, 21). The physiological response to oxygen in Z. mobilis is therefore interesting in terms of both characterizing a promising biofuel producer and understanding the regulation of a potential biofuel-producing metabolic pathway.

The oxygen exposure experiment was conducted by first inoculating Z. mobilis ZM4 (ATCC 31821) at a low cell density into minimal media with glucose as the sole carbon source under strict anaerobic conditions. All cultures were kept anaerobic until mid-exponential phase, at which time samples for time point zero were collected for both aerobic (O_2_) and anaerobic (An) cultures. Immediately after time point zero, O_2_ cultures were transferred to aerobic conditions and extractions were taken for metabolomics, transcriptomics, and proteomics analysis at various time points along a 2-h time course. Meanwhile, An cultures, included to control for changes in gene expression and metabolite abundance from mid- to late exponential phase, remained under anaerobic conditions for the duration of the 2-h time course. Both O_2_ and An cultures maintained exponential growth and underwent approximately one doubling during the 2-h time course (see Fig. S1 in the supplemental material).

10.1128/mSystems.00284-18.1 FIG S1 Typical growth of Z. mobilis during the 2-h oxygen exposure time course. Different graphs represent different replicates. Red arrows indicate time of transfer to oxygen. Red circles, cultures transferred to aerobic conditions; blue squares, anaerobic controls. Black arrows indicate *t* = 120 min (final time point). Download FIG S1, TIF file, 0.8 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Metabolomics.

The LC-MS method used was designed to analyze a broad range of biological compounds and is capable of detecting over 150 metabolites. In this study, we reliably detected 69 metabolites from central carbon metabolism that we could confidently identify based on exact mass and retention time data matched to analytical standards (see Table S1 in the supplemental material). Measured metabolites included intermediates of the ED pathway, the tricarboxylic acid (TCA) cycle, the pentose phosphate pathway (PPP), amino acid biosynthesis, nucleotide biosynthesis, and the MEP pathway. Among the metabolites detected with high confidence, 45 (66%) passed our cutoff criteria of statistically significant and sufficiently large changes in response to oxygen exposure (false-discovery rate [FDR] ≤ 0.01, |fold change| [FC] ≥ 1.5) (Fig. 2). Some of the largest changes observed include alterations in the levels of MEP pathway intermediates; accumulation of gluconate; a temporary spike in intermediates of the PPP; perturbations in sulfur metabolism, branched-chain amino acid biosynthesis, and arginine biosynthesis; and depletion of aromatic amino acids and nucleotides (Fig. 2).

**FIG 2:**
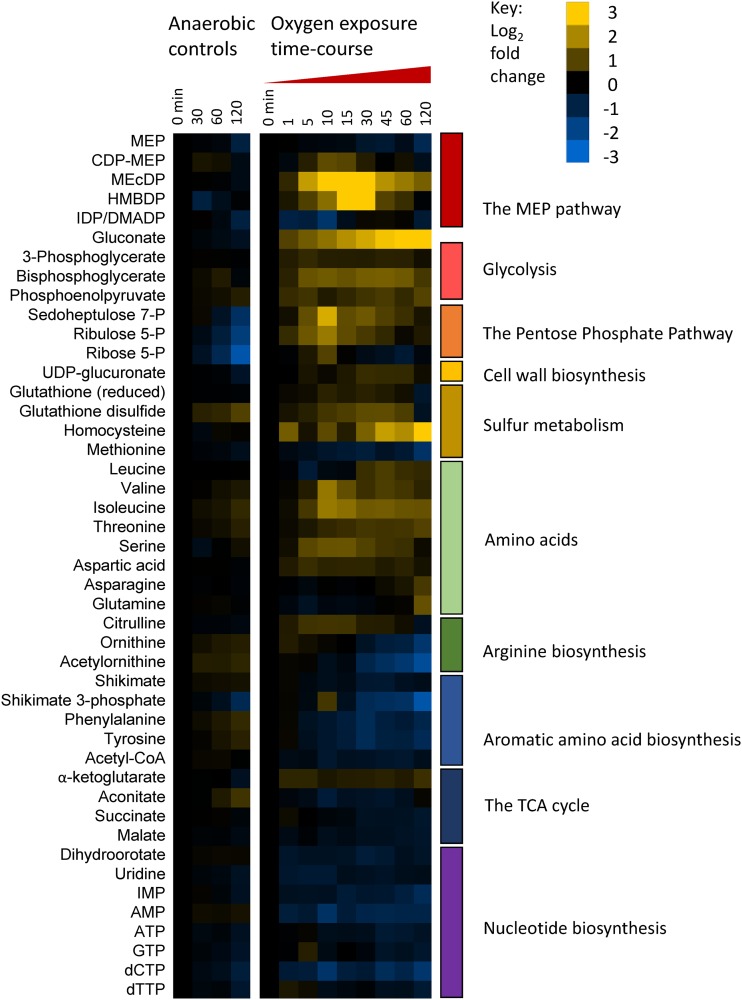
Relative intracellular metabolite levels as detected by LC-MS represented as log_2_ fold change compared to time zero. Yellow indicates increased abundance relative to time zero, blue indicates decreased abundance, and black indicates no change. Anaerobic samples are included to control for metabolic changes that occurred from the mid-exponential phase to the late exponential phase. Metabolites are grouped based on biosynthetic pathway or physiological role. Only metabolites with large and significant changes in response to oxygen are included in this figure (|fold change| > 1.5; FDR < 0.01). Data represent averages of results from at least 3 replicates. For numeric values, *P* values, and FDR data, see Table S2. CoA, coenzyme A.

10.1128/mSystems.00284-18.8 TABLE S1 Average log_2_ fold change values for all detected metabolites. “NA” indicates that signal intensity was too low to obtain reliable data at that time point (below 1−e4). Columns represent condition/time points; rows represent metabolites. The final two columns show *P* values and false-discovery rates for each metabolite over the oxygen exposure time course (O_2_ samples) using repeated-measures ANOVA. An, anaerobic control samples. Download Table S1, XLSX file, 0.02 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00284-18.9 TABLE S2 Average log_2_ fold change values of protein and mRNA abundances for all detected genes and proteins. “NA” indicates that no data were obtained for a given gene. Columns represent condition/time points; rows represent genes. Genes are ordered by locus tag. The columns in the first set (3rd to 13th) were obtained from the proteomics data. The columns in the second set (14th to 25th) were obtained from mRNA sequencing. The final two columns in each set show *P* values and false-discovery rates for each gene over the oxygen exposure time course (O_2_ samples) as determined using repeated-measures ANOVA. An, anaerobic control samples. Download Table S2, XLSX file, 0.5 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### A temporary metabolic bottleneck in isoprenoid biosynthesis.

Of all measured metabolites, the metabolite that displayed the most dramatic response to oxygen exposure was MEcDP, the fifth intermediate of the MEP pathway (Fig. 3A and B). Intracellular MEcDP levels displayed a transient accumulation, reaching their peak after 15 min of oxygen exposure and returning to near-baseline levels by 60 min (Fig. 3B). The maximum change compared to the anaerobic zero time point was a 45-fold increase. By 120 min, MEcDP levels had dropped back to within a 3-fold increase. MEcDP also accumulated extracellularly, reaching a concentration of 2 µM by 30 min, but did not return to baseline levels when intracellular levels began to drop (Fig. 3C). MEcDP was the only intermediate of the MEP pathway that could be detected extracellularly.

**FIG 3:**
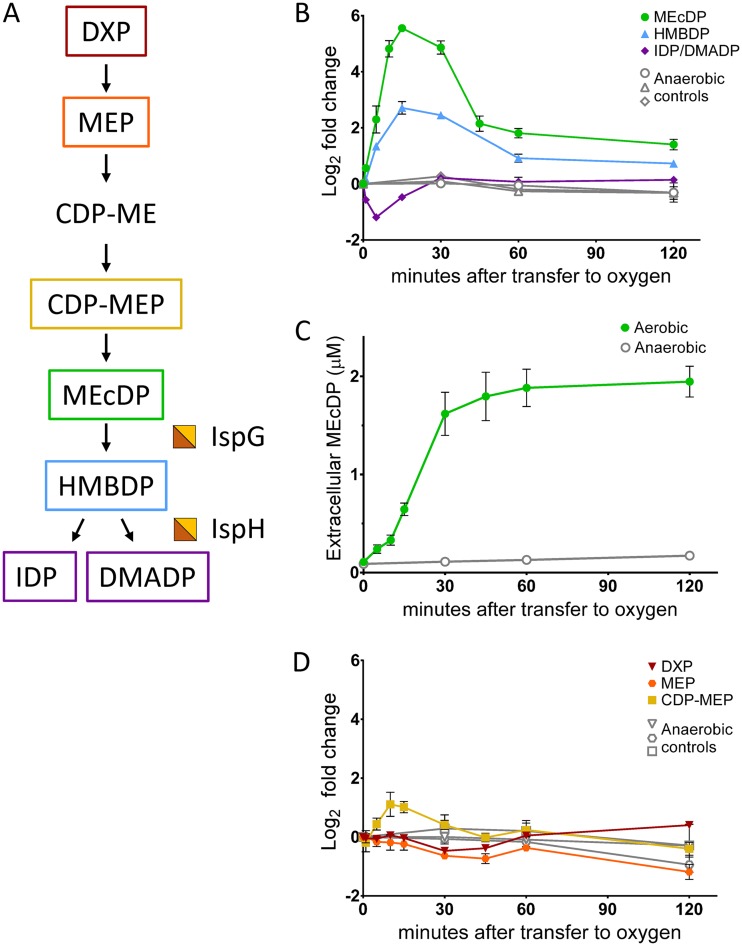
Intermediates of the MEP pathway during exposure to oxygen. (A) Simplified schematic of the MEP pathway. Half-orange, half-yellow squares represent the iron-sulfur cluster cofactors of IspG and IpsH. (B, C, and D) Filled, cultures transferred to aerobic conditions immediately after time zero; open, anaerobic controls. Data represent averages of results from at least three replicates. Error bars show standard errors of the means (SEM). For points with no visible error bars, the bars are within the size of the symbol. (B and D) Relative intracellular metabolite concentrations of the intermediates of the MEP pathway, represented as log_2_ fold change relative to time zero. (B) Green circles, MEcDP (2-C-methyl-d-erythritol 2,4-cylcodiphosphate); blue triangles, HMBDP (4-hydroxy-3-methylbut-2-enyl-diphosphate); purple diamonds, isomers IDP (isopentenyl diphosphate) and DMADP (dimethylallyl diphosphate), not resolvable by our LC-MS methods and therefore represented as their combined values. (C) Absolute extracellular concentrations of MEcDP. (D) Red upside-down triangles, DXP (1-deoxy-d-xylulose 5-P); orange circles, MEP (2-C-methyl-d-erythritol 4-P); yellow squares, CDP-ME (4-diphosphocytidyl-2-C-methyl-d-erythritol).

Accompanying the increase in MEcDP levels was a less severe but temporally corresponding accumulation of HMBDP, the intermediate immediately downstream of MEcDP. Intracellular HMBDP levels also peaked at 15 min, reaching a 6.5-fold increase, and returned to within 2-fold of baseline by 60 min (Fig. 3B). The intermediates immediately downstream of HMBDP, isomers IDP and DMADP, were detected as a single signal using our LC-MS methods. Their combined levels also changed transiently but in the opposite direction compared to MEcDP and HMBPP. Levels of IDP/DMADP reached a 2-fold decrease after 5 min of oxygen exposure and returned to baseline levels by 30 min, corresponding to the time when MEcDP and HMBDP levels began decreasing (Fig. 3B). Intermediates of the MEP pathway upstream of MEcDP displayed a limited response to oxygen; 4-diphosphocytidyl-2-C-methyl-d-erythritol-2-phosphate (CDP-MEP) accumulated around 2-fold between 10 and 15 min, but MEP and 1-deoxy-d-xylulose 5-phosphate (DXP) showed little to no change (Fig. 3D).

The observed changes in intracellular levels of MEP pathway intermediates upon exposure to oxygen were indicative of a short-term metabolic bottleneck in the lower MEP pathway that temporarily blocked carbon flow from MEcDP to IDP/DMADP. To confirm inhibition of carbon incorporation into IDP/DMADP, we repeated the oxygen shift experiment, this time adding universally labeled [^13^C]glucose to Z. mobilis cultures 7 min after the transfer to oxygen (estimated to be the time of maximal IspG/H inhibition based on the data shown in Fig. 3B). Consistent with oxygen-induced inactivation of the FeS enzymes IspG and IpsH, ^13^C carbon incorporation into DXP and MEcDP was not severely inhibited by oxygen exposure. However, the rate of ^13^C carbon incorporation into IDP/DMADP was at least an order of magnitude lower in the culture transferred to oxygen than in the anaerobic control (Fig. S2).

10.1128/mSystems.00284-18.2 FIG S2 Intracellular levels of ^13^C-labeled (orange circles) or ^12^C-unlabeled (blue squares) intermediates of the MEP pathway either under anaerobic conditions (left) or after transfer to aerobic conditions (right). *x*-axis values show minutes after transfer to oxygen. The red dotted line indicates time of ^13^C addition. *y*-axis values show raw signal intensities detected via LC-MS. Due to carbon rearrangements, multiple labeled forms (i.e., labeled at 2, 3, or all 5 carbons) of each metabolite existed during growth on a mixture of ^12^C and ^13^C carbon. Here, all forms that included at least 2 ^13^C-labeled carbons were combined to generate the orange data points. Data are from a single replicate for each condition. (A) Deoxy-xylulose 5-phosphate (DXP). (B) 2-C-methyl-d-erythritol 2,4-cylcodiphosphate (MEcDP). The anaerobic controls (green triangles) are included in the aerobic graph for comparison in the same scale. (C) The combined signal from the isopentenyl pyrophosphate and dimethylallyl pyrophosphate (IDP/DMADP) isomers. Download FIG S2, TIF file, 1.1 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The metabolic bottleneck in the lower MEP pathway was likely caused by oxidative damage to the [4Fe-4S] cluster cofactors of IspG and IspH; the sensitivity of IspG and IspH to oxidative stress is well documented in bacteria and in plants as well as with purified enzyme (20–23). To confirm this, we exposed Z. mobilis to cadmium (CdCl_2_) under anaerobic conditions as a second form of [4Fe-4S] stress. Cadmium can be incorporated into FeS clusters in place of iron, disrupting the activity of FeS enzymes (24). We observed dramatic accumulation of MEcDP and depletion of IDP/DMADP upon treatment with CdCl_2_, supporting the conclusion that FeS damage is the driving force behind the bottleneck in the MEP pathway during exposure to oxygen (Fig. S3A and B).

10.1128/mSystems.00284-18.3 FIG S3 Relative intracellular metabolite levels for (A) 2-C-methyl-d-erythritol 2,4-cylcodiphosphate (MEcDP) and (B) combined levels of isopentenyl diphosphate and dimethylallyl diphosphate (IDP/DMADP) and (C) gluconate following treatment with 0.15 mM (left) or 0.05 mM (right) Cd^2+^. Data are represented as log_2_ fold change relative to time zero (before addition of Cd^2+^). Data represent averages of results from two replicates, except for the 120-min time point for 0.15 mM Cd^2+^, which presents data from only one replicate due to a technical error. Error bars show SEM. For points with no visible error bars, the bars are within the size of the symbol (except for the 120-min time point for 0.15 mM). Red circles, cultures exposed to Cd^2+^; black squares, controls (not exposed to Cd^2+^). Download FIG S3, TIF file, 0.9 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Transcriptomics and proteomics.

In order to better understand the physiological mechanism by which Z. mobilis recovers from the metabolic bottleneck induced by oxygen exposure, leading to the return to baseline levels of MEcDP, HMBDP, and IDP/DMADP, we conducted transcriptomic and proteomic profiling along the same oxygen exposure time course. 

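Transcripts of Z. mobilis ZM4 were measured by RNA sequencing in cultures grown without oxygen to mid-exponential phase and then either moved into air (O2 cultures) or kept anaerobic as controls (An cultures). By the methods, O2 cultures were shaken in baffled flasks, while An cultures were stirred in a glove bag under its own gas mixture. Differences between O2 and An cultures therefore do not isolate oxygen from flask, agitation and gas phase. The 38 samples comprise 29 from O2 cultures, taken before exposure and after 5, 15, 30, 45, 60 or 120 min of it, and 9 from An cultures, taken at 0, 60 and 120 min. Each An time has 3 replicates and each O2 time has 4, except that the sample labels give 5 at 30 min where Table S3 gives 4. RNA was depleted of rRNA and sequenced as untrimmed single reads, which the authors aligned with Bowtie2 through RSEM to estimate counts per gene. For each gene and time, they gave the log2 fold change from edgeR against time zero of the same series. Their single FDR per gene comes from a repeated-measures test of TPM (transcript abundance scaled to a fixed total per sample) over the O2 times alone, with the Benjamini-Hochberg correction, so the An cultures take no part in it. The values used here are those of the authors' deposited table, which covers 1900 transcripts, of which 1742 are chromosomal, 149 lie on the 4 plasmids and 9 are rRNA. From it, each fold was computed as the antilog of the log2 fold change, together with medians and ranks over groups of genes and the differences between O2 and An cultures. A transcript is said to have risen or fallen if its FDR is at most 0.01, in the direction of its largest change over the O2 times, and to be upregulated or downregulated if that change is also at least 2-fold. Of the 1900 transcripts, 328 rose and 261 fell, 31.0% in all. The counts of members that rose or fell in a list are to be read against these. Positions of genes are on the chromosome of the RefSeq assembly ASM305457v1. The table holds no value per replicate, so no fold here carries an SD and the depth is unknown. All fold changes of a series share the time-zero libraries of that series.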

We obtained relative abundances of both protein and mRNA transcripts for 1,565 of 1,890 protein-coding genes in the ZM4 genome, corresponding to 82.8% coverage (Table S2). 

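The transcripts of 131 genes changed in the O2 cultures by the thresholds applied to the authors' deposited table, with 73 upregulated and 58 downregulated. Among the largest rises were those of the alkyl hydroperoxide reductase ZMO1732, which removes peroxides, at 20.4-fold, and of superoxide dismutase (ZMO1060), at 13.0-fold. The largest falls past the FDR were those of enolase (eno, ZMO1608), to a level 4.48-fold lower, of ZMO0184, to one 4.09-fold lower, and of the nitrogen regulatory protein P-II (ZMO0492), to one 3.78-fold lower. The rows of Table S2 held here give no product for ZMO0184. Rises came early and falls came late. At 5 min, 22 transcripts were at least 2-fold higher and 0 at least 2-fold lower, and at 15 min the counts were 65 and 1, the latter being the small subunit of glutamate synthase (ZMO1116). The higher transcripts numbered 21 at 30 min, 7 at 45 min and 5 at 60 min, and the lower ones 6, 31 and 20 at the same times. The 5 higher at 60 min were ZMO1732, Fpr (ZMO1753), ZMO0422, ZMO0085 and ZMO1874. By 120 min, 26 were higher and 58 lower. Among transcripts past this FDR, which tests the O2 times alone and so leaves out transcripts that changed only in An cultures, 0 were at least 2-fold higher and 10 lower in An cultures at 60 min, and 1 was higher (ZMO0087, picked out after its values were seen) and 42 lower at 120 min. With the paper's protein values of Table S2 added at the same thresholds, 166 genes changed in either measure, among 1565 with both values in the 1575 of its 1918 rows held here. The count of changed transcripts was 71 where the O2 fold changes at 60 and 120 min had those of the An cultures subtracted and the earlier times were kept, and only 14 of these were downregulated.

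**Figure D1:**
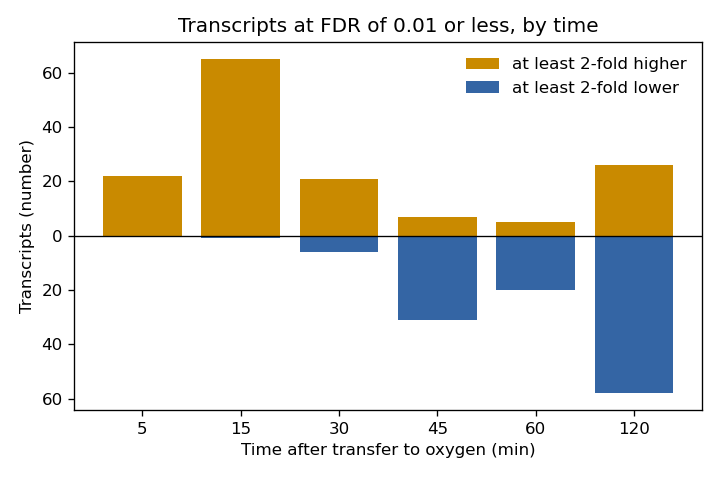
Number of transcripts (vertical axis) with an FDR of at most 0.01 that were at least 2-fold higher (upward bars) or lower (downward bars) than at time zero, at each time in the O2 cultures (horizontal axis, min). The higher transcripts are most numerous at 15 min (65) and the lower ones at 120 min (58).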

Our analysis identified 166 genes (10% of the detected genome) that changed significantly in either transcript or protein abundance in response to oxygen (FDR ≤ 0.01 and FC ≥ 2) (Fig. 4; see also Fig. S4).

**FIG 4:**
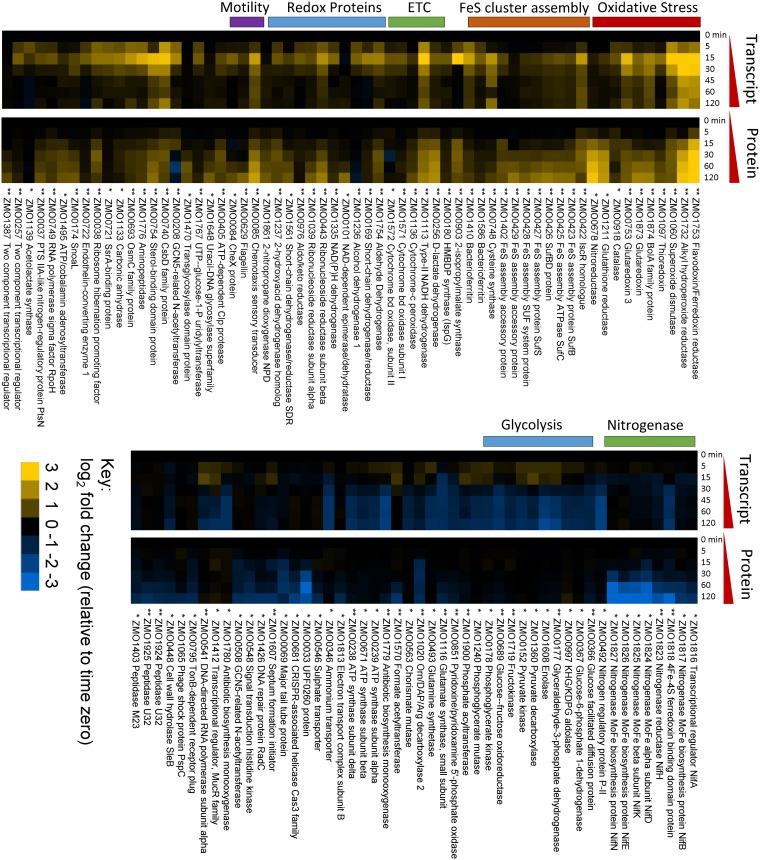
Relative mRNA transcript and protein levels during oxygen exposure represented as log_2_ fold change relative to time zero. Yellow indicates increased expression relative to time zero, blue indicates a decrease, and black indicates no change. Rows are aligned to represent transcript and protein level for a single gene. Genes are organized by function and relative expression levels. Upregulated genes are on the left and downregulated genes are on the right. Only annotated genes with large and significant changes in response to oxygen at either the transcript or the protein level are represented here (|fold change| > 2; FDR < 0.01). Asterisks (*) indicate statistical significance; an asterisk on the left indicates significance at the transcript level and an asterisk on the right indicates significance at the protein level. Significantly changing unannotated genes and ribosomal protein genes are represented in Fig. S4. Data represent averages of results from at least three replicates. For numeric values, *P* values, FDR, and anaerobic controls, see Table S3. ETC, electron transport chain.

10.1128/mSystems.00284-18.4 FIG S4 Relative mRNA transcript and protein levels during oxygen exposure represented as log_2_ fold change relative to time zero. Yellow indicates increased expression relative to time zero, blue indicates decreased expression, and black indicates no change. Rows are aligned to represent transcript and protein levels for a single gene. Genes are organized by location in the genome. Only genes with large and significant changes in response to oxygen are represented here (|fold change| > 2; FDR < 0.01). Ribosomal protein genes are on the left; uncharacterized genes are on the right. Download FIG S4, TIF file, 1.2 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00284-18.10 TABLE S3 Schematic of sampling effort for the four iterations of the oxygen exposure time course experiment whose results were averaged together to generate log_2_ values for metabolomics data. Time after transfer to oxygen is represented in minutes. The red outline indicates an extraction event for aerobic samples. The blue outline indicates an extraction event for anaerobic controls. Yellow fill indicates extraction for metabolomics analysis. Green fill indicates extraction for proteomics analysis. Pink fill indicates extraction for mRNA sequencing. The number in each box indicates the number of replicates for that extraction type at that time point. Download Table S3, XLSX file, 0.01 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Several known oxidative stress response genes were found to be upregulated upon exposure to oxygen, including superoxide dismutase, alkylhydroperoxide reductase, and glutathione reductase genes (Fig. 4) (25). Additionally, we observed upregulation of genes involved with iron-sulfur cluster biogenesis and maintenance, the electron transport chain, redox proteins, and chemotaxis. 

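Some genes of oxidative stress defence rose within minutes of oxygen exposure. ZMO1732 was already 2.76-fold higher at 5 min and was still 4.53-fold higher at 120 min, and superoxide dismutase, which removes superoxide, was 3.99-fold higher at 5 min and 2.51-fold higher at 120 min. Catalase (ZMO0918), which degrades hydrogen peroxide, peaked at 2.18-fold, the OsmC family protein ZMO0693 at 4.48-fold, thioredoxin (trxA, ZMO1097) at 2.98-fold and the glutaredoxin grxC (ZMO0753) at 6.56-fold. Glutathione reductase (gorA, ZMO1211), which keeps glutathione reduced, reached 1.64-fold at 15 min with an FDR of 0.0151 in the authors' deposited table, which does not pass 0.01. Of 21 genes of oxidative stress defence, 10 rose, 1 fell and 10 did not pass by the FDR of the authors' deposited table (10 rose and 1 fell when adjusted over the list alone). The member that fell, a glutaredoxin of the GrxB family (ZMO0070, picked out after its values were seen), stayed within 1.09-fold of time zero. Upregulated members made up 7 of the 21 (33.3%), against 3.51% of all other transcripts (two-sided Fisher's exact test, adjusted p = 1.1e-04 over 48 tests). At 120 min in An cultures, superoxide dismutase was 3.38-fold lower and catalase 2.09-fold lower, while ZMO1732 was 1.09-fold lower. Several members were chosen because the paper reports them from these samples, so the list is not independent evidence of its direction, and neighbouring genes are not independent units in the test.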

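Most genes of membrane-bound dehydrogenases and quinol oxidases rose, while iron-sulfur and chemotaxis genes were more mixed. Of the 6 membrane-bound dehydrogenases and quinol oxidases, 5 rose, 0 fell and 1 did not pass by the authors' deposited table (5 rose when adjusted over the list alone), and their median was 2.30-fold at 15 min and 1.17-fold at 60 min. Of 9 genes of iron-sulfur cluster assembly and repair outside the suf operon, 4 rose, 1 fell and 4 did not pass (5 rose and 1 fell when adjusted over the list alone), by the FDR of the authors' deposited table. Their median stayed at 1.12-fold at 15 min. The upregulated member was the BolA family gene ZMO1874, which had the largest rise of these 9, at log2 1.91. The assembly accessory protein ZMO1402 reached 1.98-fold, the BolA family protein ZMO1549 1.44-fold and the SufE homologue ZMO1067 1.13-fold. Of 12 chemotaxis genes, 3 rose, 0 fell and 9 did not pass in the authors' deposited table (3 rose when adjusted over the list alone). Of all 1900 transcripts, 328 rose and 261 fell at this FDR. ZMO0085 rose 4.95-fold and remained 1.88-fold higher at 120 min, followed by ZMO0082 at 1.62-fold and the receptor deamidase CheD (ZMO0080) at 1.38-fold. At 15 min the chemotaxis median was 1.42-fold, above the medians of 99.92% of 10000 random lists of that size. The redox proteins glutaredoxin GrxD (ZMO1873) and the thioredoxin domain protein ZMO1705 rose to 2.75-fold and 1.60-fold. ZMO1067, CheD and ZMO1705 were picked out after their values were seen. Upregulated genes made up 66.7% of the dehydrogenases and oxidases and 3.64% of other transcripts (two-sided Fisher's exact test, adjusted p = 2.7e-04), a list that the study chose on these samples and that is not independent evidence of its direction. For the iron-sulfur and the chemotaxis genes, with 1 upregulated member each, Fisher's exact test gave an adjusted p = 1.00 in both cases.

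**Figure D2:**
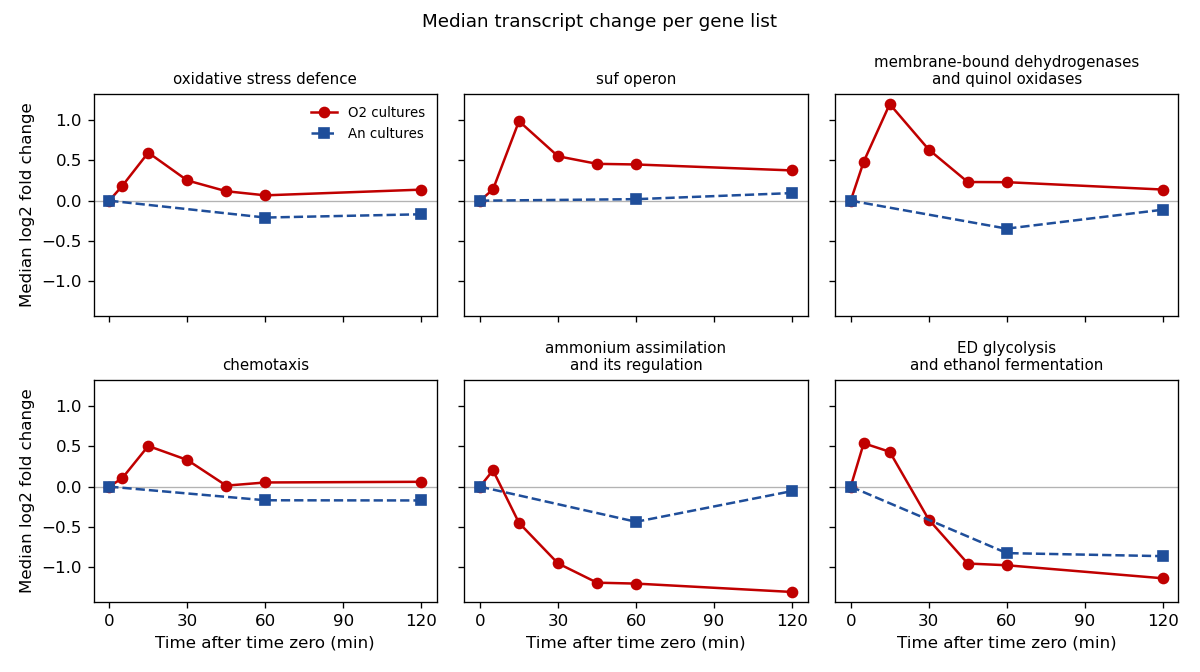
Median log2 fold change against time zero (vertical axis) over the members of 6 groups of genes at each time (horizontal axis, min), in O2 cultures (circles, solid lines) and An cultures (squares, dashed lines). The group of dehydrogenases and quinol oxidases peaks at 1.20 at 15 min, and ammonium assimilation reaches -1.31 at 120 min.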

The most dramatic downregulation was observed in levels of nitrogenase proteins, known to be inactivated by oxygen (26). There was excellent agreement between mRNA transcript levels and the protein level for upregulated genes (Fig. 4). 

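The proteins of most upregulated transcripts were also more abundant by the paper's values. Of the 73 upregulated transcripts, 55 have a protein value in the rows of Table S2 held here, and for 50 of these the paper's protein value at 120 min lies above 0. The paper's own FDR for the protein is at most 0.01 for 46 of the 55, counted in either direction. Among these 46 are ZMO0208 and ZMO1026, whose proteins fell. Over the 55 genes, the transcripts had a median log2 fold change of 1.60 at 15 min and 0.30 at 120 min in the authors' deposited table. The paper's protein values for the same genes have medians of 0.38 and 0.79 at these times. Among single genes, the CsbD family protein ZMO0740 had a transcript 7.28-fold higher at 15 min and 3.44-fold higher at 120 min, and the sterol-binding domain protein ZMO0754, the neighbour of grxC, had one 6.82-fold and 2.10-fold higher. Across the 55 genes the transcript at 15 min and the paper's protein value at 120 min had a Spearman's rho of 0.365, and over all genes with both values rho was 0.172. These are correlations across genes, which are not independent replicates.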

Upregulated genes tended to display elevated transcript levels first, followed by an increase in protein levels, as expected given the necessity of mRNA transcript for translation. 

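Most upregulated transcripts were highest at 15 min. Of the 73, 56 (76.7%) had their highest value at 15 min, as did 242 of the 514 transcripts with an FDR above 0.05 (47.1%; two-sided Fisher's exact test, p = 2.4e-06). The 73 passed a fold filter that the 514 did not, and values past it were most frequent at 15 min. The filter thus favours a peak at 15 min, and the test cannot separate the 2. All genes share the libraries of each time, so the p-value measures no spread among replicates. All 57 upregulated chromosomal transcripts peaked at 15 min except that of the acetolactate synthase subunit gene ilvB (ZMO1139), of valine and isoleucine synthesis, which peaked at 5 min. The remaining 16 upregulated transcripts, 15 of plasmid pZM33 and 1 of plasmid pZM36 (ZMOp36x026, picked out after its values were seen), peaked at 120 min. For the 57 chromosomal transcripts, the median was 1.71-fold at 5 min, 3.03-fold at 15 min and 1.63-fold at 30 min. The aminopeptidase ZMO1776 went from 2.71-fold at 5 min to 5.91-fold at 15 min and 2.09-fold at 30 min, and the short-chain dehydrogenase ZMO0169 from 1.46-fold to 3.54-fold and 1.66-fold. Downregulated transcripts followed another course, with 53 of 58 at their lowest at 120 min, 4 at 45 min (ZMO0346, the glucose facilitator ZMO0366, ZMO1779 and ZMO1780) and 1 at 30 min (ZMO1116). With a threshold of 1.5-fold, 102 of 165 rising transcripts peaked at 15 min (Fisher's exact test, p = 0.00124), and neighbouring genes are not independent units in either test.

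**Figure D3:**
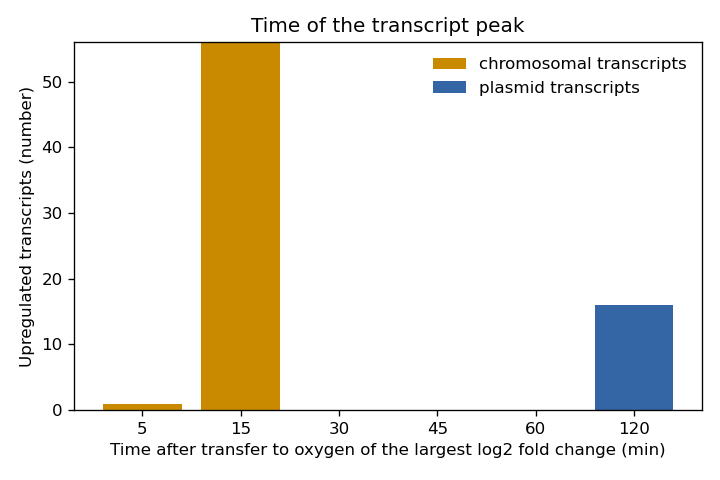
Number of upregulated transcripts (vertical axis) by the time in the O2 cultures at which the log2 fold change was largest (horizontal axis, min), for chromosomal and plasmid transcripts. Chromosomal transcripts stand at 15 min (56) and 5 min (1), and plasmid transcripts at 120 min (16).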

Strikingly, the peak in mRNA levels consistently occurred 15 min after oxygen exposure for upregulated genes, indicating a concerted and acute response to oxygen that was primarily transcriptionally driven (Fig. 4). Many downregulated genes displayed a steady decrease in protein levels but little to no change in transcript levels, consistent with protein degradation rather than transcriptional control (Fig. 4). Indeed, protease-dependent degradation of cyanobacterial nitrogenase during exposure to oxygen has been previously reported (27). 

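For genes whose protein fell, few transcripts fell with it. By the paper's protein values, 31 proteins fell at least 2-fold with an FDR of at most 0.01, and the transcripts of 22 of these genes stayed within 1.5-fold of time zero at every O2 time. Of the 31, 1 transcript was downregulated in the authors' deposited table, that of the ferredoxin domain protein ZMO1818 of the nitrogen fixation cluster, which was 2.89-fold lower at 120 min. Another 2 were upregulated, the acetyltransferase ZMO0208, which peaked at 3.90-fold, and ZMO1026, which was picked out after its values were seen. Of 13 genes of nitrogen fixation, 3 fell, 0 rose and 10 did not pass in the authors' deposited table (2 fell when adjusted over the list alone). The nitrogenase iron protein gene nifH (ZMO1823) was 1.53-fold lower at its lowest point and nifT (ZMO1820, picked out in the same way) 1.30-fold lower. The genes of the molybdenum-iron protein, nifD (ZMO1824) and nifK (ZMO1825), had FDR values of 0.0103 and 0.0194 in the authors' deposited table. The median over the 13 was 1.29-fold lower at 15 min and 1.08-fold lower at 120 min, while in the An cultures it was 1.30-fold higher at 120 min. At 15 min, the median lay above that of 0% of 10000 random lists of that size. Downregulated members numbered 1 of 13, against 3.02% of other transcripts (two-sided Fisher's exact test, adjusted p = 1.00).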

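Most transcripts of glycolysis, ammonium assimilation, ATP synthase and ribosomal proteins fell in the O2 cultures, with the lowest median of each group at 120 min. Of 16 genes of the Entner-Doudoroff pathway and ethanol fermentation, 11 fell, 2 rose and 3 did not pass in the authors' deposited table (13 fell and 2 rose when adjusted over the list alone). At their lowest, glyceraldehyde-3-phosphate dehydrogenase (gap, ZMO0177) was 3.54-fold lower, pyruvate kinase (pyk, ZMO0152) 2.48-fold lower and pyruvate decarboxylase (ZMO1360) 2.29-fold lower. Before that fall, the median of the 16 was 1.45-fold at 5 min and 1.35-fold at 15 min, when 14 of them were above time zero. The alcohol dehydrogenase gene adhP (ZMO1236) was 2.65-fold higher at 15 min. Of 7 genes of ammonium assimilation, 5 fell, 0 rose and 2 did not pass in the authors' deposited table (6 fell when adjusted over the list alone). The ammonium transporter ZMO0346 was 2.80-fold lower, glutamine synthetase (glnA, ZMO0493) 2.51-fold lower and the small subunit of glutamate synthase (ZMO1116) 2.48-fold lower. Of 10 ATP synthase genes, 6 fell and 4 did not pass in the authors' deposited table (8 fell when adjusted over the list alone), among them the delta subunit gene ZMO0238, 2.50-fold lower. Of 52 ribosomal protein genes, 34 fell, 7 rose and 11 did not pass in the authors' deposited table (39 fell and 8 rose when adjusted over the list alone). Their median was 1.84-fold higher at 15 min and 2.24-fold lower at 120 min. All 52 were above time zero at 15 min and 0 of them at 120 min, so the split into risen and fallen rests on the larger of these changes. In the An cultures at 120 min, the median was 1.82-fold lower for glycolysis, 2.12-fold lower for ATP synthase and 1.62-fold lower for ribosomal proteins. For ammonium assimilation it was 1.35-fold lower at 60 min and 1.04-fold lower at 120 min, against 2.31-fold and 2.48-fold in the O2 cultures. Downregulated members were more frequent than among other transcripts for glycolysis (two-sided Fisher's exact test, adjusted p = 5.7e-09), ammonium assimilation (2.7e-04) and ATP synthase (0.0191), while the ribosomal list, read from the rows of Table S2 held here, was not tested. The paper's figures had been seen when the lists were set, so they are not independent evidence of their direction. Of 57 downregulated genes with a protein value, 52 stayed within 1.5-fold at 120 min by the paper's protein values. Relative to the An cultures, the median of ATP synthase at 120 min turned from negative to 0.02 on the log2 scale.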

Other genes were downregulated at the transcriptional level but displayed no change at the protein level, perhaps reflective of the long half-life of protein compared to mRNA.

### Iron-sulfur cluster auxiliary proteins.

Despite the dramatic decrease in MEcDP and HMBDP levels between 15 and 60 min after oxygen exposure, expression of the enzymes in the MEP pathway remained relatively constant throughout the time course. Protein levels of all MEP pathway enzymes remained within 1.5-fold of the anaerobic baseline (Fig. 5B). Only IspG displayed a fold change in mRNA transcript levels above 1.5, reaching a 2.38-fold increase after 15 min of oxygen exposure (Fig. 5B). 

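IspG, the synthase that makes HMBDP from MEcDP, was the one gene of the MEP pathway whose transcript rose. It was 2.39-fold higher at 15 min, 1.24-fold higher at 5 min and 1.23-fold higher at 60 min, with an FDR of 8.0e-04 in the authors' deposited table. The gene, ZMO0180, lies from 168147 to 169280. IspH (ZMO0875), the reductase that follows it, reached 1.50-fold at 15 min with an FDR of 0.0233 in the authors' deposited table. Of the 2 genes for the first enzyme of the pathway, dxs, ZMO1234 reached 1.43-fold and ZMO1598 1.11-fold. Of the 7 genes of the pathway, 1 rose, 0 fell and 6 did not pass by the authors' deposited table (1 rose when adjusted over the list alone; two-sided Fisher's exact test for upregulated members, adjusted p = 0.961). IspG in An cultures was 1.31-fold lower at 60 min and 1.47-fold lower at 120 min.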

Although increased expression of IspG may contribute to the resolved bottleneck in the MEP pathway, it would be unexpected for such a small change in the protein level alone to bring about the fast recovery of IspG and IspH enzymatic activity evidenced by the metabolomics data. Our transcriptomics and proteomics data indicate instead that auxiliary proteins involved in FeS cluster maintenance and biogenesis play a critical role in MEP pathway recovery.

**FIG 5:**
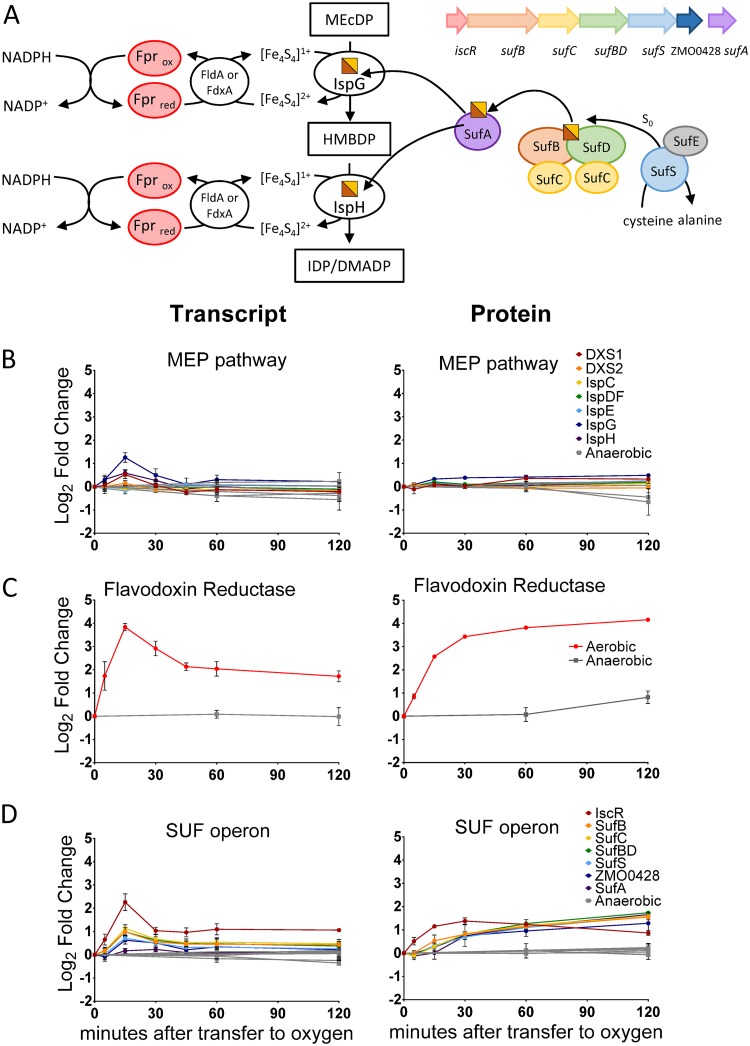
(A) Schematic of the assembly and reduction of the [Fe_4_S_4_] cluster cofactors of IspG and IspH. The orientation, arrangement, and approximate size of the genes in the Z. mobilis *suf* operon are indicated. (B, C, and D) Relative levels of mRNA transcript (left) and protein (right) represented as log_2_ fold change relative to time zero. All graphs use the same axis units. Colored circles, cultures transferred to aerobic conditions; gray squares, anaerobic controls. Data represent averages of results from at least three replicates. Error bars show standard errors of the means. For points with no visible error bars, the bars are within the size of the symbol. (B) Enzymes of the MEP pathway, including two DXS homologues and the bi-functional IspDF enzyme. (C) Flavodoxin reductase. (D) Enzymes of the *suf* operon.

The largest increase in protein abundance—and the second largest increase in transcript abundance—corresponded to flavodoxin/ferredoxin reductase (Fpr), whose abundance was increased by over 17-fold in protein level and 14-fold in transcript level during the oxygen exposure time course (Fig. 5C). 

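The transcript of Fpr (ZMO1753), which passes electrons from NADPH to flavodoxin and ferredoxin, ranked 2 among all 1900 transcripts by its largest rise, after the alkyl hydroperoxide reductase ZMO1732. It was 3.33-fold higher at 5 min, 14.3-fold higher at 15 min and 7.55-fold higher at 30 min. It then held 4.38-fold at 45 min, 4.12-fold at 60 min and 3.29-fold at 120 min. In the An cultures it was 1.06-fold and 0.992-fold the level of time zero at 60 and 120 min, so that O2 exceeded An by 1.96 and 1.73 on the log2 scale. The gene lies from 1798159 to 1798986, and its FDR is 1.6e-05 in the authors' deposited table.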

Fpr was also among the first proteins to respond to oxygen, together with superoxide dismutase and hydroperoxide reductase. Fpr is of special significance with respect to the MEP pathway as it catalyzes the transfer of electrons from NADPH to flavodoxin (FldA) and ferredoxin (FdxA) (Fig. 5A). Both FldA and FdxA have been demonstrated previously to deliver electrons to the FeS clusters of IspG and IspH. The use of FldA or FdxA depends on the organism (FldA in Escherichiacoli; FdxA in Arabidopsis thaliana and Plasmodium falciparum) (28–30). It is unknown whether Z. mobilis utilizes FldA or FdxA as the electron shuttle between Fpr and IspG/H. However, in either case, Fpr is required to deliver electrons from NADPH to the IspG/H-reducing enzyme. 

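Transcripts of the electron carriers that Fpr can reduce did not pass the test. Flavodoxin (fldA, ZMO1851) was at most 1.14-fold higher at any O2 time, with an FDR of 0.0362 in the authors' deposited table. It was 1.25-fold lower at 15 min and, in the An cultures, 1.35-fold higher at 120 min. The ferredoxin ZMO0456 was at most 1.10-fold higher, with an FDR of 0.0134 in the authors' deposited table. A further ferredoxin, ZMO0860, was at most 1.16-fold higher, with an FDR of 0.0227 in the authors' deposited table. Both genes are annotated as ferredoxin, and which of them is FdxA was not settled here.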

Neither FldA nor FdxA was found to increase in abundance in response to oxygen (FDR > 0.02, fold increase < 1.5).

During exposure to oxygen, hydrogen peroxide and superoxide can overoxidize [4Fe-4S] clusters, forming the [4Fe-4S]^3+^ state, which is chemically unstable and readily releases an Fe^2+^ ion, leaving behind the catalytically inactive [3Fe-4S]^1+^ partial cluster (31). IspG and IspH are especially susceptible to oxidative damage by univalent oxidants because the catalytically active iron in the cluster is solvent exposed rather than coordinated by a cysteine residue (3). Upregulation of Fpr likely helps restore MEP pathway activity by maintaining IspG and IspH in their fully reduced [4Fe-4S]^1+^ state, potentially both increasing catalytic turnover and protecting FeS clusters from overoxidation and Fe^2+^ release.

Those clusters that are damaged by overoxidation must be repaired or replaced. Replacement requires *de novo* FeS cluster assembly, which, in Z. mobilis, is carried out by the *suf* operon, the only [4Fe-4S] cluster biogenesis operon in its genome (Fig. 5A) (32, 33). The *suf* operon was also upregulated during the response to oxygen. 

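All 7 genes of the suf operon, which builds iron-sulfur clusters, rose in the O2 cultures. At 15 min, ZMO0422, the regulator that opens the operon, was 4.79-fold higher and the ATPase gene sufC (ZMO0425) 2.19-fold higher. The scaffold gene sufB (ZMO0423) reached 1.99-fold, the SufBD protein ZMO0426 1.98-fold, the cysteine desulfurase ZMO0427 1.63-fold and ZMO0428 1.54-fold, while ZMO0429, the last gene, peaked at 30 min at 1.17-fold. By the authors' deposited table, 7 of 7 had an FDR of at most 0.01 (7 rose when adjusted over the list alone), from 4.1e-05 for sufC to 0.00527 for ZMO0429. The operon lies from 425526 to 431315. Its median of 1.98-fold at 15 min lay above those of 99.99% of 10000 random lists of 7 transcripts. Upregulated genes numbered 2 of 7, against 3.75% of other transcripts (two-sided Fisher's exact test, adjusted p = 0.162), and with a threshold of 1.5-fold the adjusted p of that Fisher's exact test was 2.7e-05. Genes of 1 operon are not independent units in this test.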

Upregulation of all seven genes in this operon were found to be statistically significant (FDR < 0.01) at both the protein and transcript levels (Fig. 5D). Interestingly, the first gene in the *suf* operon, ZMO0422 (a homologue of the transcriptional regulator IscR), increased in transcript and protein levels before the downstream genes, whose increased expression occurred after a short delay. After 5 min of oxygen exposure, ZMO0422 exhibited a 1.5-fold increase in both mRNA and protein levels whereas expression levels of the rest of the operon remained within the error range of anaerobic baseline levels (Fig. 5D). Additionally, the levels of ZMO0422 protein peaked after 30 min of oxygen exposure, whereas the levels of the remaining *suf* operon proteins continued to increase throughout the time course, albeit at a decreasing rate (Fig. 5D). These trends suggest that the Z. mobilis IscR homologue increases transcription of the *suf* operon during oxidative stress, consistent with what has been observed in E. coli (34). However, the mechanism of increased transcription (i.e., activation or derepression) may be different in the two species. 

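At 5 min, ZMO0422 was the one suf gene more than 1.5-fold above time zero, at 1.57-fold. The 6 downstream genes lay between 0.942-fold for ZMO0429 and 1.13-fold for sufB. ZMO0422 kept its lead, at 2.05-fold at 30 min, 2.14-fold at 60 min and 2.08-fold at 120 min, when sufB stood at 1.47-fold, 1.37-fold and 1.35-fold. Relative to the An cultures, ZMO0422 was higher by 1.16 at 60 min and 1.42 at 120 min on the log2 scale, and sufB by 0.32 and 0.31. The table gives no spread between replicates for these folds, so whether the lead at 5 min exceeds it was not tested here; the paper's Fig. 5 draws standard errors.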

In general, the genes of the *suf* operon exhibited concerted expression levels for both mRNA and protein, as would be expected from a polycistronic operon being cotranscriptionally translated. The consistency with respect to protein level between genes of the same operon also highlights the fact that this response appears to transcriptionally regulated.

Together, upregulation of Fpr and the *suf* operon likely increases the enzymatic activity of IspG and IspH by ensuring that their FeS cofactors are intact and in the reduced [4Fe-4S]^1+^ state. The temporal patterns of MEcDP accumulation and gene expression support this hypothesis; both the Frp gene and the *suf* operon genes approached a new, elevated, steady-state level after 30 min of oxygen exposure, corresponding to the time when MEcDP levels began to drop. The fact that levels of MEP pathway enzymes changed only marginally throughout the time course highlights the importance of cofactor-maintaining auxiliary enzymes in regulating MEP pathway activity.

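After 30 min, transcripts of Fpr and the suf operon stayed above time zero, while the median of the MEP pathway returned to it or below. The median of the 7 suf genes was 1.47-fold at 30 min, 1.37-fold at 45 min, 1.37-fold at 60 min and 1.30-fold at 120 min. The median of the 7 MEP pathway genes was 1.02-fold at 30 min and 1.12-fold lower than time zero at 120 min. Fpr had a log2 fold change of 2.92 at 30 min and 1.72 at 120 min in the authors' deposited table. Against random lists of 7 transcripts, the suf median at 120 min lay above 99.88% of them and the MEP median above 9.08%. Without oxygen, the suf median at 120 min was 1.07-fold and the MEP median 0.874-fold the level of time zero. The paper reasons that Fpr and the suf operon settled at a raised level when MEcDP began to drop and that the enzymes of the pathway changed little. It holds that upregulation of Fpr and suf likely raises the activity of IspG and IspH, and takes the timing as support for this hypothesis.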

### Other metabolic changes related to iron-sulfur clusters.

IspG and IspH are just two among several enzymes in central carbon metabolism that rely on FeS clusters to catalyze enzymatic reactions. Various enzymes involved in the TCA cycle, amino acid biosynthesis, and the ED pathway are also known to contain oxygen-sensitive [4Fe-4S] cofactors (35). In particular, members of the hydro-lyase class of enzyme often contain [4Fe-4S] clusters that, like IspG and IspH, include one solvent-exposed iron, rendering them especially susceptible to oxidative damage (31). Consistent with our conclusion that MEcDP accumulation is driven by FeS cluster damage, we observed changes in the levels of products and substrates of other oxygen-sensitive FeS enzymes and of metabolites required for FeS cluster biogenesis.

Aconitate hydratase (AcnA), the TCA cycle enzyme that converts citrate to isocitrate via the intermediate aconitate, is a well-studied hydro-lyase that contains a [4Fe-4S] cofactor and is known to be sensitive to oxidative damage (Fig. 6A) (36). Consistent with oxygen-induced inactivation of AcnA, intracellular levels of aconitate displayed a transient decrease following the transfer to oxygen, similarly to what was observed for IDP/DMADP (Fig. 6B).

**FIG 6:**
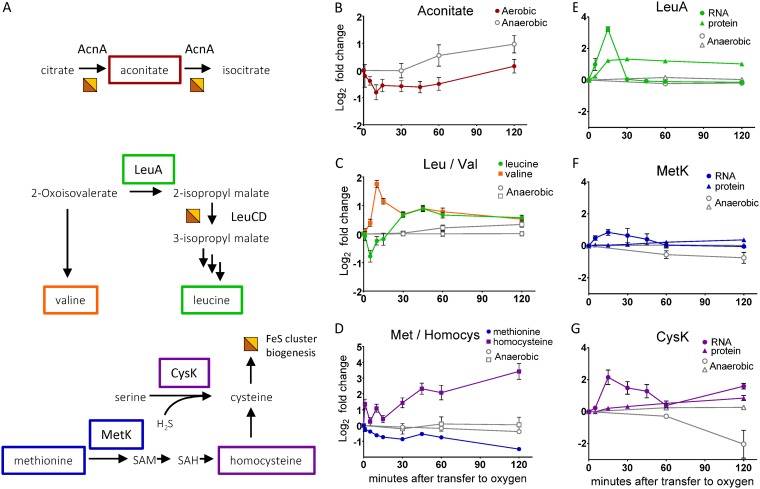
(A) Schematic of iron-sulfur cluster enzymes and biogenesis. Half-orange, half-yellow squares next to an enzymatic reaction indicate that the enzyme utilizes an iron-sulfur cluster cofactor. A half-orange, half-yellow square as the product of an enzymatic reaction represents iron-sulfur biogenesis. Abbreviations: SAM, S-adenosylmethionine; SAH, S-adenosylhomocysteine. (B, C, D, E, F, and G) Filled symbols, cultures transferred to aerobic conditions immediately after time zero; open symbols, anaerobic controls. Data represent averages of results from at least three replicates. Error bars show SEM. For points with no visible error bars, the bars are within the size of the symbol. (B, C, and D) Relative intracellular metabolite concentrations of metabolites related to iron-sulfur clusters represented as log_2_ fold change relative to time zero. (B) Levels of aconitate. (C) Levels of leucine (green circles) and valine (orange squares). (D) Levels of methionine (blue circles) and homocysteine (purple squares). (E, F, and G) Relative levels of mRNA transcript (circles) and protein (triangles) represented as log_2_ fold change relative to time zero. (E) Isopropyl malate synthase (LeuA) transcript and protein level. (F) S-adenosylmethionine synthetase (MetK) transcript and protein level. (G) Cysteine synthase (CysK) transcript and protein level.

Another [4Fe-4S]-dependent hydro-lyase, isopropylmalate isomerase (LeuCD), converts 2-isopropylmalate to 3-isopropylmalate, thereby directing carbon away from valine and toward leucine biosynthesis (Fig. 6A) (37). This pathway is of particular relevance to bioproduct generation as the 2-ketoacid intermediates of branched-chain amino acid biosynthesis can be converted to valuable higher alcohols such as isobutanol (38). Consistent with transient oxidative damage to the FeS cluster of LeuCD, leucine levels dropped in response to oxygen exposure, while valine levels temporarily increased (Fig. 6C). Leucine levels reached their minimum 5 min after transfer to aerobic conditions, and valine levels peaked after 15 min, temporally consistent with the drop and spike in IDP/DMADP and MEcDP levels, respectively (compare Fig. 3B to Fig. 6C). This bottleneck was resolved with no significant changes in the expression level of the LeuCD enzyme (FRD > 0.01, FC < 1.2). However, we did observe a significant increase in transcript and protein abundance for 2-isopropylmalate synthase (LeuA), the enzyme directly upstream of LeuCD (Fig. 6E). 

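LeuC and LeuD form isopropylmalate isomerase, an iron-sulfur enzyme of leucine synthesis, and neither transcript passed the test. LeuC (ZMO0105) was 1.16-fold the level of time zero at 15 min and 1.35-fold lower at 45 min, its largest change, with an FDR of 0.678 in the authors' deposited table. LeuD (ZMO0106) was at most 1.15-fold lower, with an FDR of 0.0152 in the authors' deposited table. LeuC in An cultures at 120 min was 1.45-fold lower and LeuD 1.21-fold lower. O2 minus An at that time was 0.30 for LeuC and 0.16 for LeuD on the log2 scale.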

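LeuA (ZMO0903), the first enzyme specific to leucine synthesis, had a brief and large rise. Its transcript was 1.99-fold higher at 5 min, 9.48-fold higher at 15 min and 1.03-fold the level of time zero at 30 min. Its FDR is 1.5e-07 in the authors' deposited table, and the gene lies from 914035 to 915735. Of 10 genes of branched-chain amino acid synthesis, 4 rose, 2 fell and 4 did not pass in the authors' deposited table (5 rose and 3 fell when adjusted over the list alone). The acetolactate synthase genes ilvB and ilvN (ZMO1140) reached 2.09-fold and 1.83-fold, and dihydroxy-acid dehydratase (ilvD, ZMO1792), an iron-sulfur enzyme, reached 1.21-fold. Isopropylmalate dehydrogenase (leuB, ZMO0677) fell to a level 1.24-fold lower, and ketol-acid reductoisomerase (ilvC, ZMO1141), 1.90-fold higher at 15 min, ended 1.91-fold lower at 120 min. IlvD and LeuB were picked out after their values were seen. The median of the list was 1.20-fold at 15 min and 1.20-fold lower at 120 min. Relative to the An cultures, that median turned from negative to 0.09 at 60 min and 0.02 at 120 min on the log2 scale. Upregulated members numbered 2 of 10 (two-sided Fisher's exact test, adjusted p = 0.258).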

Upregulation of LeuA is likely one factor, in addition to upregulation of the *suf* operon, that allowed the return of both leucine and valine to near-baseline levels.

In addition to carbon metabolism, we observed changes in sulfur metabolism that may be explained by oxidative damage to FeS clusters. During FeS cluster repair and *de novo* biogenesis, cysteine serves as the source of reduced sulfur (39). Although our LC-MS methods were unable to reliably detect cysteine, we did observe continuous depletion of methionine together with accumulation of homocysteine along the oxygen exposure time course (Fig. 6D). These trends are consistent with a conversion of methionine to cysteine as a means to keep up with elevated demands for cysteine due to FeS cluster damage. 

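CysK (ZMO0748), which makes cysteine from O-acetylserine and sulfide, was higher at 15 min in the O2 cultures, closer to time zero at 60 min and higher again at 120 min. Its transcript was 4.44-fold higher at 15 min, 2.43-fold higher at 45 min, 1.30-fold higher at 60 min and 3.02-fold higher at 120 min. Without oxygen it was 1.22-fold lower at 60 min and 4.10-fold lower at 120 min. The gene lies from 747470 to 748393, and its FDR is 3.5e-04 in the authors' deposited table. Of 10 genes of sulfate assimilation and cysteine synthesis, 1 rose, 0 fell and 9 did not pass in the authors' deposited table (1 rose when adjusted over the list alone). Among the 9, the sulfite reductase genes cysJ (ZMO0009) and cysI (ZMO0008) were 3.06-fold and 2.68-fold higher at 15 min with FDR values of 0.0593 and 0.0913 in the authors' deposited table. The median of the 10 genes was 2.35-fold at 15 min, above those of 100% of 10000 random lists of that size. Random lists draw genes singly, so neighbouring genes such as cysJ and cysI are not independent units in this rank. Upregulated members numbered 1 of 10, against 3.81% of other transcripts (two-sided Fisher's exact test, adjusted p = 1.00).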

Increased transcript and protein levels for cysteine synthase (CysK) further support this conclusion. Although the increase in S-adenosylmethionine synthetase (MetK) mRNA and protein levels did not pass our FDR threshold for statistical significance (FDR = 0.045 and 0.0102, respectively), they followed the same trend as CysK, indicating that both paths to cysteine, from methionine via homocysteine and from serine via CysK, may be upregulated during oxygen exposure (Fig. 6F and G). 

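MetK (ZMO0273), which makes S-adenosylmethionine from methionine, reached 1.80-fold at 15 min with an FDR of 0.0459 in the authors' deposited table. It was 1.56-fold the level of time zero at 30 min and 1.03-fold at 60 min. Of 9 genes of methionine synthesis and the S-adenosylmethionine cycle, 2 rose, 1 fell and 6 did not pass in the authors' deposited table (2 rose and 1 fell when adjusted over the list alone). Those that rose were methionine synthase (metE, ZMO1000), which peaked at 1.84-fold, and adenosylhomocysteinase (ahcY, ZMO0182), which peaked at 1.26-fold, and the one that fell, the homocysteine methyltransferase ZMO1746 (picked out after its values were seen), was at most 1.08-fold lower. The median of the list was 1.14-fold at 15 min and 0.974-fold the level of time zero at 120 min. At 120 min MetK was lower than at time zero in the An cultures, by 1.68-fold. By the authors' thresholds 0 of 9 were upregulated. An unadjusted p under 0.05 in the authors' deposited table was found for 7 of 9, and for 77.9% of all transcripts.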

Methionine depletion may be further driven by oxidative inactivation of cobalamin-independent methionine synthase (MetE), as has been observed in both E. coli and Bacillus subtilis (40–42). The importance of increased cysteine production following exposure to oxygen is further highlighted by the fact that supplementation of minimal media with cysteine but not serine improved aerobic growth of Z. mobilis (Fig. S5).

10.1128/mSystems.00284-18.5 FIG S5 Z. mobilis growth after transfer to oxygen at a low cell density in minimal media (blue squares), minimal media plus 0.5 mM cysteine (yellow circles), or minimal media plus 0.5 mM serine (red triangles). The red arrow indicates time of transfer to aerobic conditions. Growth was measured by measuring optical density at 600 nm. Download FIG S5, TIF file, 0.5 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Gluconate production under aerobic conditions.

After MEcDP, the second most dramatic metabolic change observed along the oxygen exposure time course was in intracellular gluconate levels, which increased by 18-fold above the anaerobic baseline (Fig. 7A). Gluconate also accumulated extracellularly, reaching concentrations above 1 mM after 2 h of aerobic growth (Fig. 7B). Unlike the MEcDP levels, gluconate levels continued to increase throughout the 2-h time course and did not return to baseline. Gluconate accumulation may have been the result of FeS cluster damage, as the ED pathway enzyme 6-phosphogluconate dehydratase (Edd) contains a [4Fe-4S] cofactor (Fig. 7C). The trends seen in intracellular metabolite levels of upper ED pathway intermediates tend to support this conclusion; glucose 6-phosphate and 6-phosphogluconate increased in abundance whereas 2-dehydro-3-deoxy-phosphogluconate (KDPG) decreased in abundance immediately after transfer to oxygen (Fig. S6A to C). However, none of upper ED pathway intermediates displayed a change of greater than 1.5-fold and all three returned to baseline levels after 2 h. Therefore, the observed continual and dramatic accumulation of gluconate does not seem to be wholly explained by inactivation of Edd. Furthermore, when Z. mobilis was subjected to nonoxidative FeS stress by exposure to cadmium under anaerobic conditions, gluconate did not accumulate (Fig. S3C). These observations suggest that gluconate accumulation is driven by a regulatory response to oxygen in addition to acute inhibition of Edd.

**FIG 7:**
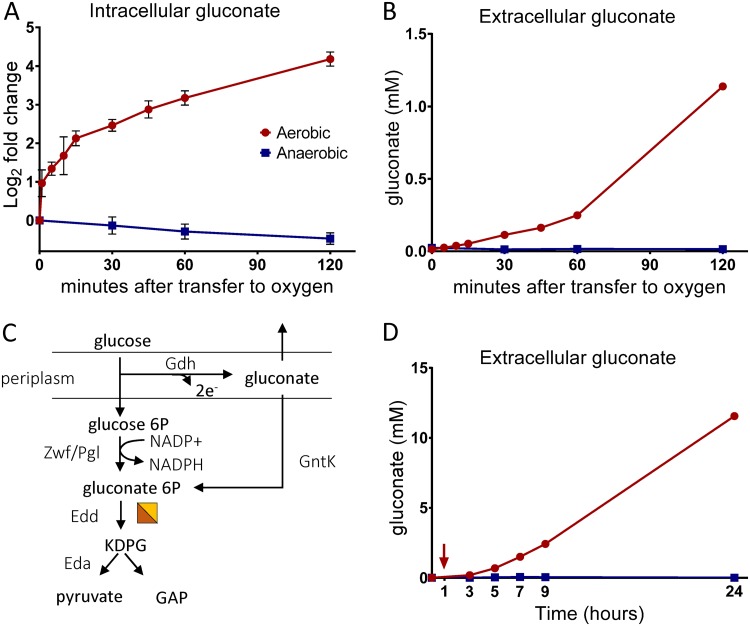
(A, B, and D) Gluconate levels as measured by LC-MS. Red circles, cultures transferred to aerobic conditions; blue squares, anaerobic controls. Data represent averages of results from at least three replicates. Error bars show SEM. For points with no visible error bars, the bars are within the size of the symbol. (A) Relative intracellular levels of gluconate represented as log_2_ fold change relative to time zero. (B) Absolute concentration of extracellular gluconate during a 2-h time course following transfer to aerobic conditions. (C) Schematic of the oxidation of glucose to gluconate and the upper ED pathway. The half-orange half-yellow square indicates an FeS-dependent enzyme. Abbreviations: Gdh, glucose dehydrogenase; GntK, gluconate kinase; Zwf, glucose-6-phosphate 1-dehydrogenase; Pgl, 6-phosphogluconolactonase; Edd, phosphogluconate dehydratase; Eda, KDPG aldolase; KDPG, 2-dehydro-3-deoxy-phosphogluconate; GAP, glyceraldehyde 3-phosphate. (D) Absolute concentration of extracellular gluconate during a 24-h time course. The red arrow indicates the time of transfer to aerobic conditions.

10.1128/mSystems.00284-18.6 FIG S6 Relative intracellular metabolite concentrations, represented as log_2_ fold change relative to time zero. Error bars show SEM. For points with no visible error bars, the bars are within the size of the symbol. Red circles, cultures transferred to aerobic conditions at time zero; blue squares, anaerobic controls. (A to C) Levels of the first three intermediates of the Entner-Doudoroff glycolytic pathway. KDPG, 2-dehydro-3-deoxy-phosphogluconate. (D) Levels of NADH. Download FIG S6, TIF file, 0.8 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To better understand this long-term metabolic response, we examined extracellular metabolite concentrations along a 24-h time course during which Z. mobilis was transferred to aerobic conditions at a low cell density (Fig. 8A). In addition to LC-MS analysis, we quantified extracellular ethanol and acetate levels by nuclear magnetic resonance (NMR) analysis during this time course. As has been previously reported, we found that the presence of oxygen was inhibitory to both growth and ethanol production in Z. mobilis (Fig. 8) (12, 13). Ethanol production accounted for 92.6% of the glucose consumed for anaerobic cultures, compared to only 35% for aerobic cultures, at the end of the 24-h time course (Fig. 8C). Decreased ethanol production was accompanied by an increase in production of gluconate, which was continually excreted over the 24-h time course under aerobic conditions, following the trends observed in the 2-h time course (Fig. 7D). The final extracellular gluconate concentration was 11.5 mM, representing 18% of the glucose consumed (Fig. 8C). Anaerobic cultures did not accumulate gluconate to any appreciable extent (<0.01% of glucose was converted to gluconate). There was also an increase in the extracellular levels of acetate and pyruvate under aerobic conditions (Fig. 8C; see also Fig. S7). However, the concentrations of nonethanol products did not account for the large discrepancy between aerobic and anaerobic conditions with respect to ethanol production; 42% of the glucose consumed by aerobically grown cultures did not correspond to the metabolites that we detected (Fig. 8C). It is possible that some fraction of this missing carbon evaporated as acetaldehyde given that acetaldehyde production by aerobically growing Z. mobilis has been previously reported and that our culturing conditions and sample preparation were not optimized for highly volatile compounds (16, 43).

**FIG 8:**
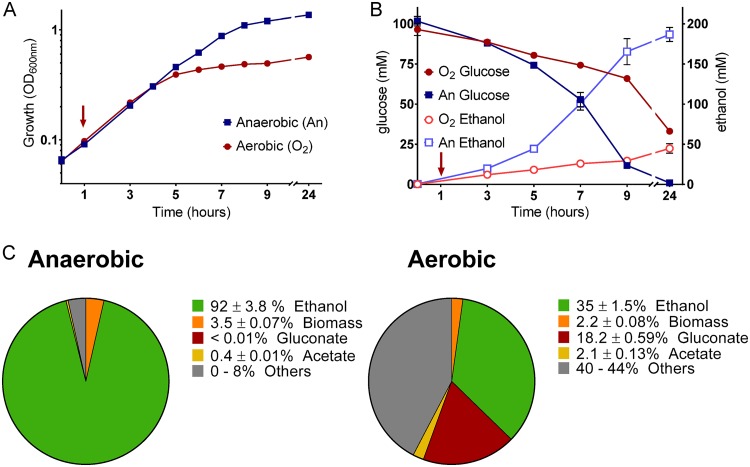
(A and B) Growth, glucose consumption, and ethanol production of Z. mobilis under strict anaerobic conditions (blue squares) or after transfer to aerobic conditions at a low cell density (red circles). The red arrow indicates the time of transfer to aerobic conditions. Data represent averages of results from three replicates. Error bars show standard errors of the means. For points with no visible error bars, the bars are within the size of the symbol. (A) Growth measured as optical density at 600 nm. (B) Glucose consumption measured by LC-MS (solid symbols) and ethanol production measured by NMR (open symbols). (C) Carbon utilization by Z. mobilis under strict anaerobic conditions (left) or after transfer to aerobic conditions at a low cell density (right). Values represent averages of results from three replicates ± SEM. Percentages were calculated based on the molar potential of given biosynthetic pathways (e.g., 1 mol glucose generates 2 mol ethanol). CO_2_ production data are not included. Lactate, shikimate, and succinate levels were also measured but accounted for less than 0.1% of glucose consumption under both sets of conditions. Biomass values were calculated using 0.41 g of cell dry weight per liter·OD_600_ (optical density at 600 nm) and 48% carbon in cell dry weight.

10.1128/mSystems.00284-18.7 FIG S7 Extracellular metabolite levels during anaerobic growth (blue squares) or after transfer to oxygen at a low cell density (red circles). The red arrow indicates the time of transfer to oxygen. (Left) Pyruvate, measured by LC-MS. (Right) Acetate, measured by NMR. Download FIG S7, TIF file, 0.1 MB. Copyright © 2019 Martien et al. 2019 Martien et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The changes observed in the extracellular metabolite profile under aerobic conditions are consistent with an oxygen-induced shift in redox balancing. The dramatic decrease in ethanol production under aerobic conditions may be explained by deceased availability of NADH resulting from its utilization by competing reactions (Fig. S6D). Additionally, the conversion of glucose to gluconate generates reducing power which must inevitably influence the redox balance of the cell. On the basis of the transcriptomics and proteomics data, the noncanonical Z. mobilis electron transport chain may be responsible for the increased NADH consumption and may also be the fate of electrons from the oxidation of glucose.

### Upregulation of the electron transport chain during aerobic growth.

Upon exposure to oxygen, Z. mobilis exhibited concerted upregulation of three membrane-bound dehydrogenases. Both transcriptomics and proteomics data show upregulation of a type 2 NADH dehydrogenase (Ndh) (ZMO1113), lactate dehydrogenase (Ldh) (ZMO0256), and glucose dehydrogenase (Gdh) (ZMO0072) (Fig. 9A to C). Together, Ndh, Ldh, and Gdh account for the three dehydrogenase activities that have been previously measured in Z. mobilis membrane fractions (44). 

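Ndh (ZMO1113), which passes electrons from NADH to quinone, had the largest rise of the dehydrogenases, to 7.97-fold at 15 min. It was 3.87-fold higher at 5 min and 2.34-fold higher at 120 min, and lower in the An cultures, by 1.60-fold at 60 min and 2.36-fold at 120 min. The lactate dehydrogenase gene ZMO0256, which feeds electrons from lactate, rose 2.41-fold at 15 min and was 1.36-fold higher at 120 min. Glucose dehydrogenase (ZMO0072), which oxidizes glucose in the periplasm, reached 1.68-fold at 15 min. The FDR values in the authors' deposited table are 2.8e-04 for Ndh, 9.3e-04 for Ldh and 0.0221 for Gdh, of which the last does not pass 0.01. Among all 1900 transcripts at 15 min, Ndh lay at percentile 99.7, Ldh at 97.4 and Gdh at 91.1. Ndh lies from 1129474 to 1130799 on the chromosome, Ldh from 259049 to 260773 and Gdh from 63125 to 64486.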

Ndh protein levels increased by 4-fold above the anaerobic zero time point after 2 h of oxygen exposure. Given that Ndh competes with alcohol dehydrogenase for NADH as a substrate, increased Ndh expression may be a critical factor leading to the observed deficiency in ethanol production (Fig. 9B). The increase in Gdh protein levels was modest (1.5-fold), indicating that other factors may be involved in the dramatic increase in gluconate production (Fig. 9C).

**FIG 9:**
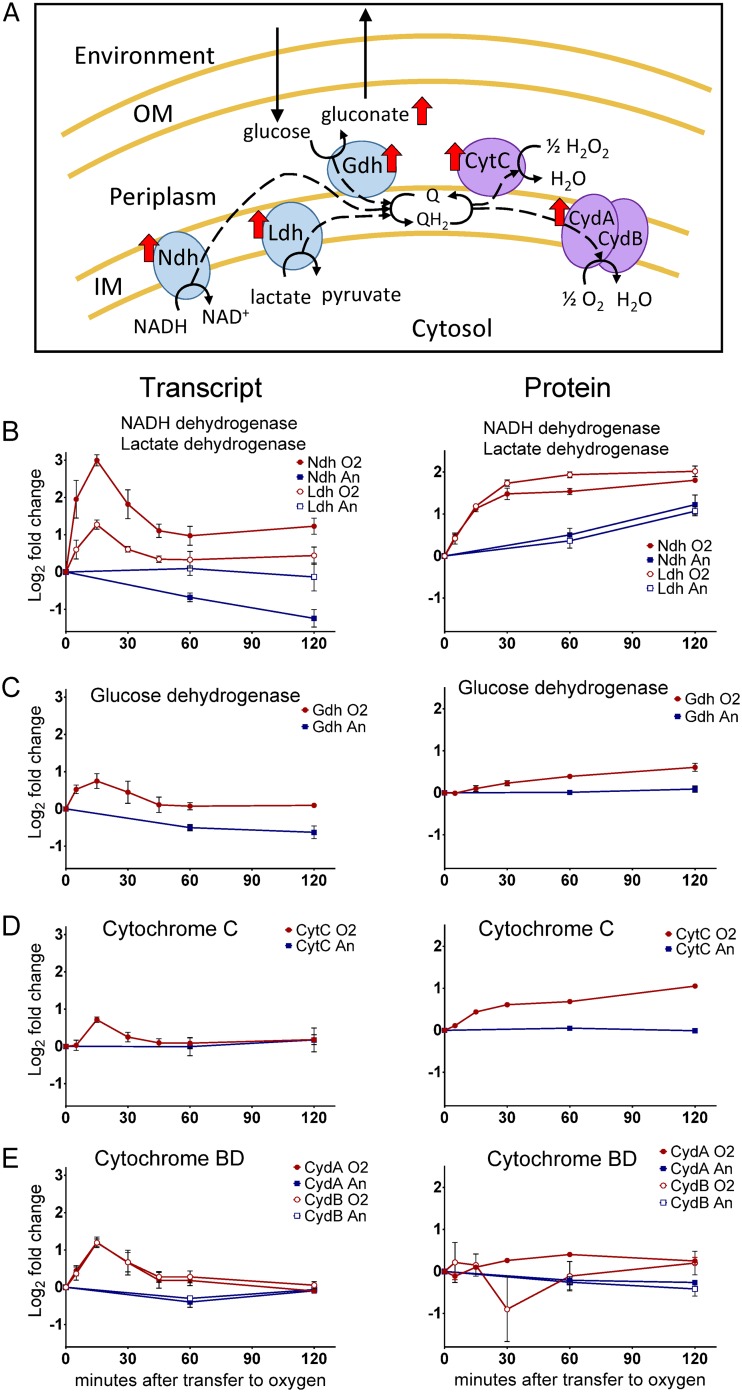
(A) Diagram of the Z. mobilis electron transport chain. Red arrows next to a protein or metabolite indicate upregulation in response to oxygen. IM, inner membrane; OM, outer membrane. Positioning based on predicted localization using psortb v.3.0 (www.psort.org). (B, C, D, and E) Red circles, cultures transferred to aerobic conditions; blue squares, anaerobic controls. Relative levels of mRNA transcript (left) and protein (right) represented as log_2_ fold change relative to time zero. All graphs use the same axis units. Data represent averages of results from at least three replicates. Error bars show standard errors of the means. For points with no visible error bars, the bars are within the size of the symbol. (B) NADH dehydrogenase (closed symbols) and lactate dehydrogenase (open symbols). (C) Glucose dehydrogenase. (D) Cytochrome *c* peroxidase. (E) The cytochrome *bd* complex.

In addition to membrane-bound dehydrogenases, we also observed upregulation of quinol oxidases upon exposure to oxygen. A cytochrome *c* peroxidase (ZMO1136), whose activity has been shown to improve tolerance to H_2_O_2_ in Z. mobilis, was upregulated with respect to both protein and transcript (Fig. 9D) (18). 

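The cytochrome c peroxidase ZMO1136, which reduces hydrogen peroxide, rose in the O2 cultures by less than 2-fold. It was 1.02-fold the level of time zero at 5 min, 1.64-fold higher at 15 min, 1.19-fold higher at 30 min and 1.13-fold higher at 120 min. Its FDR is 4.3e-05 in the authors' deposited table, and the gene lies from 1154274 to 1155719. Without oxygen it was 1.13-fold higher at 120 min, so that O2 exceeded An by 0.01 on the log2 scale. At 15 min it lay at percentile 90.6 of all 1900 transcripts.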

E. coli cytochrome *c* peroxidase has been shown to serve as a terminal electron acceptor, utilizing electrons from the quinone pool to reduce H_2_O_2_ (45). The only other known terminal oxidase in the Z. mobilis genome is a cytochrome *bd*-type quinol oxidase, comprised of two proteins, CydA and CydB, that are transcribed as an operon (44). Both CydA and CydB were upregulated at the level of transcription, however, whereas protein levels for CydA increased moderately and levels of CydB were highly variable and did not show the typical trend of protein upregulation (Fig. 9E). It is therefore unclear whether upregulation of the *bd*-type terminal oxidase is a physiologically relevant aspect of the response to oxygen. However, given the consistency in the transcript levels, it is possible that the protein signal for CydB was simply difficult to detect above the noise level.

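CydA (ZMO1571) and CydB (ZMO1572), the subunits of the cytochrome bd quinol oxidase that reduces oxygen, rose together and briefly. At 5 min they were 1.36-fold and 1.29-fold higher, at 15 min 2.31-fold and 2.29-fold higher, and at 30 min 1.58-fold and 1.59-fold higher. By 120 min CydA was 0.933-fold and CydB 1.04-fold the level of time zero. O2 minus An at 60 min was 0.58 for CydA and 0.58 for CydB on the log2 scale, and at 120 min it was -0.01 and 0.12. The FDR values in the authors' deposited table are 0.00193 and 9.1e-05. The 2 genes are neighbours, from 1605183 to 1607642.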

Together, the upregulated dehydrogenases and quinol oxidases comprise all the necessary components to transfer electrons from glucose, lactate, or NADH to hydrogen peroxide or molecular oxygen. The fact that increased gluconate production and decreased ethanol production continue throughout aerobic growth suggests that increased activity of the electron transport chain may be an adaptive response that helps Z. mobilis cope with oxidative stress.

## DISCUSSION

### Iron-sulfur cluster damage critically impacts central carbon metabolism.

Taken together, the data presented in this study indicate that oxidative damage to FeS clusters is a major factor influencing Z. mobilis metabolism and transcriptional regulation during the transfer from anaerobic to aerobic growth conditions. This is consistent with what has been observed in other bacteria. Previous studies have shown that deletion of superoxide-scavenging enzymes in E. coli causes growth defects that can be traced to inactivation of FeS-cluster enzymes, including AcnA and LeuCD (36, 46). Our metabolomics analysis indicates that both AcnA and LeuCD also appear to be temporarily disrupted by oxygen exposure in Z. mobilis (Fig. 6). However, in Z. mobilis, inactivation of the FeS enzymes of the MEP pathway resulted in a much larger metabolic perturbation than did inactivation of AcnA or LeuCD (Fig. 3). It has been proposed that the most immediate source of oxygen toxicity is the poisoning of FeS enzymes (47). The metabolomics data presented in Fig. 3 and 6 support this claim, as do the transcriptomics and proteomics data indicating upregulation of FeS biogenesis and accessory proteins upon exposure to oxygen.

### The importance of auxiliary enzymes in maintaining MEP pathway activity.

The most extreme metabolic change that we observed during the 2-h oxygen exposure time course was in intracellular levels of the MEP pathway intermediate MEcDP. The fact that MEcDP accumulated to levels 45-fold above baseline highlights the extreme sensitivity of the MEP pathway to the redox state and the stability of the FeS-cluster cofactors of IspG and IspH. It also supports the notion that Z. mobilis is capable of sustaining high carbon flux through the MEP pathway. Remarkably, the severe metabolic bottleneck was almost entirely resolved with minimal changes in levels of MEP pathway enzymes following upregulation of flavodoxin reductase and the *suf* operon. These results suggest that such auxiliary enzymes have the capacity to dramatically increase flux through the MEP pathway under conditions where subpopulations of IspG and IspH enzymes are in their oxidized or apo forms. Such is the case during metabolic engineering when IspG, IspH, and other redox-active enzymes of the MEP pathway are artificially upregulated. It is therefore important to consider the auxiliary enzymes that maintain FeS-cluster cofactor activity when performing directed metabolic engineering. In support of our observations, a recent study showed that, in E. coli, overexpression of Fpr and FldA alongside the enzymes of the MEP pathway increased isoprenoid product generation by 4-fold compared to the levels seen with MEP enzymes alone (48). The results of our study indicate not only that this approach is likely to succeed in Z. mobilis but also that upregulation of FldA may not be necessary given that increased activity of the MEP pathway was achieved with no increase in FldA protein levels during the oxygen exposure time course. In fact, maintaining FldA at native levels may improve product generation by limiting the protein burden in engineered cells.

### Upregulation of the electron transport chain as a strategy to mitigate oxidative stress.

The role of the electron transport chain in Z. mobilis remains puzzling as cultures clearly exhibit lower growth rates under aerobic conditions. The results of this study show that enzymes of the electron transport chain are upregulated in response to oxygen, suggesting that at least one role may be to neutralize reactive oxygen species, thereby limiting the toxic effects of oxygen exposure.

The increased expression of membrane-bound dehydrogenase and quinol oxidases was accompanied by a profound metabolic remodeling. Anaerobically, glucose was consumed rapidly via the ED pathway and NADH was consumed primarily by ethanol production (Fig. 8). Aerobically, 18% of glucose consumed was exported as gluconate, likely due in part to increased activity of Gdh. High levels of gluconate secretion may be further stimulated by decreased flux through gluconate kinase (GtnK) during inactivation of Edd, as was observed in Pseudomonas putida during iron limitation (Fig. 7C) (49). However, we did not observe significant changes in expression of GtnK (FDR > 0.02, FC < 1.5).

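Gluconate kinase (ZMO1757), which the paper writes GntK or GtnK and which phosphorylates gluconate on its way into the Entner-Doudoroff pathway, did not pass the test. Its transcript was 1.15-fold the level of time zero at 15 min and 1.54-fold lower at 45 min, its largest change, with an FDR of 0.163 in the authors' deposited table. At 120 min it was 1.51-fold lower in the O2 cultures and 1.54-fold lower in the An cultures. The difference of O2 minus An was 0.25 at 60 min and 0.03 at 120 min on the log2 scale.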

Upregulation of Ndh together with a decrease in ethanol production indicates that a larger portion of NADH was used as an electron donor for the quinone pool under aerobic conditions. Therefore, it appears that in response to oxygen, electrons are increasingly transferred from glucose, NADH, and possibly lactate (as indicated by the upregulation of Ldh) to the quinone pool, where they can be used by cytochrome *c* peroxidase to reduce H_2_O_2_ and limit the formation of reactive oxygen species (Fig. 9) (45). The *bd*-type terminal oxidase may also play a role in mitigating oxidative stress by reducing molecular oxygen or (potentially) H_2_O_2_, as has been reported in E. coli (50, 51). However, the proteomics data are less conclusive with regard to this branch of the electron transport chain. It should be noted that there is another, incomplete branch of the electron transport chain in Z. mobilis, comprised of a cytochrome *bc_1_* complex and a cytochrome *c* 552 enzyme with no known terminal electron acceptor (18). 

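None of the 4 genes of the cytochrome bc1 branch, which carries electrons from quinol to cytochrome c, passed the test. They are the iron-sulfur subunit petA (ZMO0956), cytochrome b (ZMO0957), cytochrome c1 (ZMO0958) and a class I cytochrome c (ZMO0961). Their FDR values in the authors' deposited table run from 0.0261 for petA to 0.0407 for the cytochrome c (0 of 4 pass when adjusted over the list alone). An unadjusted p under 0.05 is found for 4 of 4, and for 77.9% of all transcripts. The largest change was that of cytochrome b, 1.24-fold lower at 15 min, and the highest level that of petA, 1.10-fold at 60 min. Their median was 1.18-fold lower at 15 min and 1.01-fold the level of time zero at 120 min. In the An cultures the median was 1.25-fold at 60 min and 1.22-fold at 120 min, so that O2 minus An had medians of -0.32 and -0.30 on the log2 scale.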

We did not observe any statistically significant changes in these enzymes at the transcript level (FDR > 0.02, FC < 1.3) and observed only minor changes at the protein level (FC < 1.5).

Our conclusions are supported by previous research on the Z. mobilis electron transport chain which connected activity of dehydrogenases and quinol oxidases to oxidative stress. In particular, deletion of the cytochrome *c* peroxidase in ZM6 resulted in increased sensitivity to H_2_O_2_ and inhibition of aerobic growth (18). Additionally, deletion of Ndh resulted in elevated transcript levels for glutaredoxin 2, superoxide dismutase, and Ldh whereas deletion of catalase resulted in elevated transcription of Ndh (17). Our analysis of metabolism and gene expression following exposure to oxygen therefore supports previous indications that transfer of electrons to the quinone pool contributes to protection from oxidative stress in Z. mobilis.

### Upregulation of uncharacterized genes.

We identified several uncharacterized genes that were upregulated upon exposure to oxygen (see Fig. S4 in the supplemental material). Some of these were positioned in an operon with genes of known function that were also upregulated. 

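The neighbouring genes ZMO1872, ZMO1873 (glutaredoxin grxD), ZMO1874 (BolA family) and ZMO1875 rose together at 15 min. ZMO1872, a protein of unknown function, was 3.71-fold higher, ZMO1874 3.75-fold higher and ZMO1875, also of unknown function, 3.14-fold higher. ZMO1873 had a log2 fold change of 1.46 in the authors' deposited table. At 120 min, ZMO1874 was still 1.90-fold higher, against 1.40-fold for ZMO1872, 1.43-fold for ZMO1873 and 1.42-fold for ZMO1875. Their FDR values in the authors' deposited table run from 2.1e-05 for ZMO1874 to 7.3e-04 for ZMO1875. The genes lie within 1926204 to 1927853. O2 exceeded An at 120 min by 1.08 for ZMO1872 and 1.29 for ZMO1874 on the log2 scale.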

ZMO1872 and ZMO1875 are in an operon with glutaredoxin (ZMO1873) and BolA (ZMO1874), and all four genes were upregulated at both the protein and transcript levels (Fig. 4). Interestingly, overexpression of ZMO1875 has also been found to increase growth and ethanol production in the presence of inhibitory lignocellulosic hydrolysate (52). Therefore, it appears either that this operon is involved in a generalized stress response or that lignocellulosic hydrolysate induces oxidative stress in Z. mobilis.

Another uncharacterized gene, ZMO0036, is found in an operon with a “putative phosphotransferase system (PTS) IIA-like nitrogen-regulatory protein” (ZMO0037), located in adjacent to a “sigma 54 modulation protein/ribosome hibernation promoting factor” (ZMO0038). All three of these genes were found to be significantly upregulated. 

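Of the neighbours ZMO0036, ZMO0037 and ZMO0038, the last rose most. ZMO0038, the ribosome hibernation promoting factor hpf, was 2.64-fold higher at 5 min and 3.15-fold higher at 15 min. ZMO0037, a protein like the nitrogen regulator PtsN of the phosphotransferase system, was 2.07-fold higher at 15 min. ZMO0036, a protein of unknown function, reached 1.99-fold at 15 min. The FDR values in the authors' deposited table are 0.0962 for ZMO0036, 0.00571 for ZMO0037 and 9.6e-04 for ZMO0038, so that ZMO0036 did not pass 0.01. At 120 min without oxygen, ZMO0038 was 2.79-fold lower, ZMO0037 1.65-fold lower and ZMO0036 1.85-fold lower.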

Given that nitrogenase protein levels decrease by over 16-fold during the oxygen exposure time course, upregulation of this operon may be involved in a remodeling of nitrogen metabolism.

Although high-level function of some of these unknown genes can be predicted based on their location in the genome, many are still completely uncharacterized. In particular, ZMO0122, ZMO0286, ZMO0994, ZMO1007, ZMO1563, ZMO1603, and ZMO1750 displayed trends in mRNA and protein levels that strongly suggest that they are involved in the response to oxygen, and yet they have no functional annotation (Fig. S4). 

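The transcripts of these 7 uncharacterized genes rose in the O2 cultures, 5 of them at least 2-fold. At 15 min, ZMO0994 was 7.59-fold higher, ZMO0286 5.24-fold higher, ZMO0122 3.83-fold higher, ZMO1750 2.46-fold higher and ZMO1007 2.19-fold higher. ZMO1603 reached 1.76-fold and ZMO1563 1.40-fold. At 120 min, ZMO0994 was 2.08-fold and ZMO0286 1.76-fold higher in the O2 cultures, and 3.07-fold and 2.89-fold lower in the An cultures. For ZMO1603 and ZMO1563, O2 minus An at 120 min was 0.00 and -0.08 on the log2 scale. With ZMO1872, ZMO1875 and ZMO0036 added, 9 of 10 uncharacterized genes rose, 0 fell and 1 did not pass by the authors' deposited table (9 rose when adjusted over the list alone). Upregulated genes numbered 7 of the 10, against 3.49% of other transcripts (two-sided Fisher's exact test, adjusted p = 2.4e-07). The study chose these genes on these samples, so the list is not independent evidence of its direction.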

More research needs to be done to identify the function of these genes before the effect of oxygen on the overall physiology of Z. mobilis can be fully understood.

### The importance of experimental design.

We examined the acute response to oxygen, conducting multi-omics sampling, as early as 5 min after exposure to oxygen. This was a critical aspect of our experimental design; some of the largest metabolic and transcriptional changes occurred within 15 min and, in many cases, quickly returned to the anaerobic baseline. 

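Most transcripts that peaked at 15 min were near time zero again by 60 min. For the 56 chromosomal transcripts with that peak, the median fold went from 3.09 at 15 min to 1.20 at 60 min. The median gene had lost 82.2% of its log2 fold change by then. At 60 min, 41 of the 56 were less than 1.5-fold above time zero and 5 were still at least 2-fold above it. The latter were ZMO1732, at 3.73-fold, Fpr, ZMO0422, the chemotaxis gene ZMO0085, at 2.04-fold, and the BolA family gene ZMO1874, at 2.02-fold. The catalase ZMO0918 stood at 1.15-fold, thioredoxin trxA at 1.05-fold and LeuA at 0.934-fold the level of time zero. In the An cultures at 60 min, 51 of the 56 were lower than at time zero, with a median of 0.742-fold. All 56 were higher in O2 than in An cultures at 60 min, with a median difference of 0.67 on the log2 scale, which was not tested. Because the 56 were chosen as highest at 15 min, a lower value at 60 min is built in. Their O2 values at both times share the time-zero libraries, so this choice also favours O2 above An.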

Although we observed excellent agreement between mRNA and protein levels for upregulated genes with our sampling scheme, if our earliest time point had been 1 h after exposure to oxygen, we would have observed an increase in protein abundance with no change in mRNA levels for many upregulated genes.

The results of this study display the profound influence that environmental factors can have on the activity of metabolic pathways that support bioproduct synthesis. By examining the native response to oxygen exposure in Z. mobilis, we identified key potential targets for metabolic engineering to increase production of isoprenoids and higher alcohols. We found that upregulation of IspG, Fpr, and the *suf* operon coincided with enhanced flux through the MEP pathway. These results can help inform metabolic engineering of Z. mobilis to generate high-grade fuels and commodity molecules.

## MATERIALS AND METHODS

### Culture conditions.

Zymomonas mobilis ZM4 (ATCC 31821) was struck onto rich medium-glucose plates (20 g/liter glucose, 2 g/liter KH_2_PO_4_, 10 g/liter yeast extract, 18 g/liter agar) from a frozen 50% glycerol stock and incubated at 30°C anaerobically for 3 to 6 days. A single colony was used to inoculate liquid rich media (20 g/liter glucose, 2 g/liter KH_2_PO_4_, 10 g/liter yeast extract). The colony was grown in the rich media overnight and then subcultured through two passages in *Zymomonas* minimal media [20 g/liter glucose, 1 g/liter KH_2_PO_4_, 1 g/liter K_2_HPO_4_, 0.5 g/liter NaCl, 1 g/liter (NH_4_)_2_SO_4_, 0.2 g/liter MgSO_4_ · 7 H_2_O, 0.025 g/liter Na_2_MoO_4_ · 2 H_2_0, 0.025 g/liter FeSO_4_ · 7 H_2_O, 0.01 g/liter CaCl_2_ · 2 H_2_O, 1 mg/liter calcium pantothenate]. The second minimal medium overnight culture was then used for inoculation of all experimental cultures with a starting optical density at 600 nm (OD_600_) of 0.04 to 0.07 under anaerobic conditions. All experimental cultures were grown in Zymomonas minimal media with an 80-ml starting culture volume in 500-ml Erlenmeyer flasks. Experimental cultures that were exposed to oxygen were grown in baffled flasks to ensure full aeration. Experimental cultures left anaerobic as controls were stirred with a stir bar at 120 rpm. All medium was kept anaerobic for at least 16 h prior to inoculation. The atmosphere in the anaerobic glove bag was composed of 1% H_2_ and 5% CO_2_, with the remaining percentage composed of N_2_. Oxygen levels were kept below 50 ppm.

### Two-hour oxygen exposure time course.

After inoculation of experimental cultures as described above, cultures were grown until they reached an OD_600_ of 0.3 to 0.45, at which point time point zero extractions were taken. Immediately following time point zero, aerobic (O_2_) cultures were removed from the anaerobic glove bag and placed in a 30°C water bath under atmospheric conditions where they were shaken at 250 rpm for the duration of the 2-h time course. Anaerobic (An) cultures remained in the glove bag. Extractions were taken for metabolomics, proteomics, or transcriptomics analysis at *t* = 0, 1, 5, 10, 15, 30, 45, 60, and 120 min after O_2_ cultures were transferred.

This experimental design was followed four separate times. The iterations differed in both replicate number and exact time point sampling scheme (see Table S3 in the supplemental material); however, each iteration lasted 2 h and included at least 3 O_2_ replicates and 2 An replicates. The first three iterations were performed to collect mRNA samples, proteomics samples, and extracellular metabolite samples, respectively. Intracellular metabolites were extracted alongside all four iterations in order to ensure a reproducible physiological response. Intracellular metabolite values matched well from iteration to iteration, and the log_2_ fold change values were averaged together for all metabolites except HMBDP and IDP/DMADP. The aforementioned metabolites produced low-quality signals for the first three iterations, so a fourth iteration was conducted specifically to better quantify these metabolites using a slightly modified LC-MS method. The fold change values for HMBDP and IDP/DMADP presented in Fig. 3B therefore represent averages of only the data from the replicates of the fourth iteration.

### Twenty-four-hour oxygen exposure time course.

A modified experimental design was also conducted which differed from the experiment described above in duration and in time of transfer to oxygen. For this experiment, O_2_ cultures were transferred to aerobic conditions at an OD_600_ of approximately 0.1, after only 1 h of aerobic growth. Extracellular metabolite samples were then taken every 2 h for 8 h following the transfer. A final sample was taken 24 h after inoculation.

### Cadmium treatment time course.

For cadmium treatment, experimental cultures were inoculated and grown until they reached an OD_600_ of 0.3 to 0.45, as was done for the 2-h oxygen exposure time course. After time point zero, cadmium chloride dissolved in water was added to cultures to reach a final concentration of 0.15 mM or 0.05 mM Cd^2+^. No cadmium was added to control cultures. All samples were kept anaerobic for the duration of the time course. Intracellular metabolite extractions were taken at 5, 15, 30, 60, and 120 min after addition of cadmium and 30, 60, and 120 min after time zero for controls.

### Intracellular metabolite extraction.

At the time of extraction, 4 to 6 ml of liquid culture was extracted using a serological pipette. In order to separate cells from the media, the culture was rapidly filtered through a 0.45-µm-pore-size nylon filter (Millipore catalog no. HNWP04700) using a vacuum flask fitted with a sintered glass funnel. Immediately after the media passed through the filter, cells were plunged into cold extraction solvent, simultaneously quenching metabolism, lysing cells, and dissolving intracellular metabolites. This was done by placing the filter face down in a small (5.5-cm diameter) plastic petri dish containing 1.5 ml extraction solvent (40:40:20 methanol-acetonitrile-water; all high-performance liquid chromatography [HPLC] grade) that was kept on dry ice. The filter was then rinsed in the extraction solvent to dislodge the remaining cell debris and metabolites. The extraction solvent was then centrifuged at 16,000 × *g* for 3 min. The supernatant was stored at −80°C until analysis by LC-MS.

### Intracellular metabolite sample preparation for HPLC-MS.

To prepare intracellular samples for analysis by LC-MS, the extract from experimental samples was combined with a reference sample comprised of intracellular metabolite extract (collected as described above) from E. coli grown in M9 minimal media containing universally labeled [U-^13^C]glucose (Cambridge Isotope Laboratories item number CLM-1396-PK) as the sole carbon source. The same reference sample was included in all samples from a given experiment in order to correct for instrument variation. The value representing the ^12^C signal for each metabolite was first divided by value representing the fully labeled ^13^C signal to normalize for variation from injection to injection before further analysis was carried out.

Each experimental sample was thawed at room temperature and mixed in a 1:1 ratio with the single reference sample. The mixture (300-to-200-µl total volume) was then dried under N_2_ gas. Samples were concentrated 3× by resuspending in one third the dried volume using HPLC-grade water, subjected to vortex mixing for 10 s, and centrifuged at 16,000 × *g* for 3 min to remove any remaining cell debris. Supernatant (50 µl) was then transferred to an HPLC vial for LC-MS analysis.

### Extracellular metabolite extraction and sample preparation for HPLC-MS and NMR analysis.

At the time of extraction, a 1-ml volume of culture was collected and centrifuged at 16,000 × *g* for 3 min. The supernatant was stored at −80°C until analysis by LC-MS or NMR. To prepare samples for LC-MS analysis, samples were diluted 1:10 in HPLC-grade water and centrifuged at 16,000 × *g* for 3 min to remove any remaining cell debris. Supernatant (50 µl) was then transferred to an HPLC vial for LC-MS analysis. To prepare samples for NMR analysis, 240 µl of fully concentrated sample was combined in an NMR tube with 300 μl 100 mM sodium carbonate buffer (pH 7) and 60 µl 20 mM trimethylsilylpropanoic acid (TSP) dissolved in D_2_O.

### Metabolomics LC-MS method.

The general LC-MS method was performed using a Vanquish ultra-high-performance liquid chromatography (UHPLC) system (Thermo Scientific) coupled to a hybrid quadrupole Orbitrap mass spectrometer (Q Exactive; Thermo Scientific). The chromatography was done using a reverse-phase C_18_ column (Acquity UPLC BEH) (1.7-µm particle size, 2.1-by-100-mm column). Solvent A was 97% H_2_O and 3% methanol with 10 mM tributylamine (TBA) and ∼10 mM acetic acid for a pH of 8.2. Solvent B was 100% methanol. The total run time was 25 min. Flow rate was held constant at 0.2 ml/min. The chromatography gradient was as follows: 5% solvent B for 2.5 min, linear increase to 95% B over 14.5 min, maintenance at 95% B for 2.5 min, linear decrease back to 5% B over 0.5 min, maintenance at 5% B for 5 min. For the general method, eluent from the column was analyzed by MS from the start of the run until 19 min, at which time the flow was directed to waste for the remainder of the run. For better analysis of compounds IDP/DMADP and HMBDP, only the eluent from the time period from 10 to 13 min was analyzed by MS to allow for higher injection volumes. Compounds separated by HPLC were ionized by heated electrospray ionization and analyzed in negative ionization mode with a scanning range of 85 to 1,000 *m/z*. For the specialized IDP/DMADP and HMBDP run, a scanning range of 200 to 300 *m/z* was used.

### Extracellular metabolite quantitation by LC-MS.

Absolute concentrations for extracellular metabolites detected by LC-MS were determined using a four-point calibration curve generated from analytical standards of known concentrations. For metabolites with nonlinear signal response curves, an internal ^13^C-labeled standard was used to determine the absolute concentration. These were glucose, for which [U-^13^C]glucose was used as an internal standard; gluconate, for which [U-^13^C]gluconate was used (Cambridge Isotope Laboratories item number CLM-8781-PK); and pyruvate, for which [1-^13^C]pyruvate was used (Cambridge Isotope Laboratories item number CLM-1082-PK). Due to the high concentrations of glucose in the media, samples were diluted 1:100 rather than 1:10 to quantify extracellular glucose.

### Extracellular metabolite quantitation by NMR.

For quantitation of extracellular ethanol and acetate, 1H spectra were collected on a Bruker Biospin (Billerica, MA, USA) Avance 500-MHz spectrometer (Billerica, MA, USA) fitted with a cryogenically cooled 5-mm QCI (1H/31P/13C/15N) gradient probe with inverse geometry (proton coils closest to sample), using the prepackaged Bruker pulse program for water suppression. In order to obtain accurate quantitative data, the prescan delay was set to 30 s to give the sample sufficient time for T1 relaxation. All samples were run in D_2_O with a known concentration of TSP used as an internal standard for absolute quantitation.

### Metabolomics computational analysis.

LC-MS raw files were converted to mzXML format and visualized using MAVEN (53). Peaks were chosen by comparison with retention times obtained using analytical standards. For intracellular metabolites, the value representing the ^12^C parent signal was divided by the value representing the fully labeled ^13^C signal (derived from the spiked-in ^13^C-labeled E. coli metabolite extract) to normalize for signal variation from injection to injection. The ^12^C-to-^13^C ratio was then normalized by OD to account for variation in culture density along the 2-h time course. These values were then divided by the values representing time point zero for their respective replicates for O_2_ and An samples separately. The log_2_ values representing these ratios were then averaged to obtain the data reported here.

### Protein extraction and sample preparation for proteomics.

At the time of extraction, 4 ml of culture was collected and cells were pelleted by centrifugation for 2.5 min at 16,000 × *g*. The supernatant was discarded, and the pellets were flash-frozen in liquid nitrogen and stored at −80°C until further analysis.

To prepare proteomics samples for analysis by LC-MS/MS, pellets were thawed and cells were lysed by suspension in 6 M GnHCl, followed by addition of MeOH to reach a concentration of 90%. Samples were centrifuged at 15,000 × *g* for 5 min. The supernatant was discarded, and the pellets were allowed to dry for ∼5 min. The pellets were resuspended in 200 µl 8 M urea–100 mM Tris (pH 8.0)–10 mM TCEP–40 mM chloroacetamide and then diluted to 2 M urea in 50 mM Tris (pH 8). Trypsin was added at an estimated 50:1 ratio, and samples were incubated overnight at ambient temperature. Each sample was desalted over a poly(styrene-codivinylbenzene) (PS-DVB) solid-phase extraction cartridge and dried. The peptide mass was assayed with the peptide colorimetric assay.

### Proteomics LC-MS/MS method.

For each analysis, 2 µg of peptides was loaded onto a 75-µm-inside-diameter (i.d.) 30-cm-long capillary with an imbedded electrospray emitter and packed in a 1.7-µm-particle-size C_18_ BEH column (stationary phase). The mobile phases used were as follows: phase A, 0.2% formic acid; phase B, 0.2% formic acid–70% acetonitrile. The peptides were eluted with a gradient of acetonitrile increasing from 0% to 53% B over 100 min followed by a 5-min 100% B wash and 10 min of equilibration in 0% B.

The eluting peptides were analyzed with an Orbitrap Fusion Lumos mass spectrometer. Survey scans were performed at *R* = 2,400,000 with wide isolation analysis at *m*/*z* 300 to 1,350. Data-dependent top-speed (1-s) tandem MS (MS/MS) sampling of peptide precursors was enabled with dynamic exclusion set to 20 s on precursors with charge states 2 to 4. MS/MS sampling was performed with 0.7-Da quadrupole isolation, fragmentation by higher-energy collisional dissociation (HCD) with a normalized collisional energy (NCE) value of 30, analysis in the ion trap using the “rapid” scan speed, with a maximum inject time of 18 ms, and the automatic gain control (AGC) target set to 3 × 10_4_.

### Proteomics computational analysis.

Raw files were analyzed using MaxQuant 1.5.8.3 (54). Spectra were searched using the Andromeda search engine against a target decoy database. Label-free quantitation and match between runs were toggled on, MS/MS tolerance was set to 0.4 Da, and the number of measurements for each protein was set to 1. Default values were used for all other analysis parameters. The peptides were grouped into subsumable protein groups and filtered to reach 1% FDR, based on the target decoy approach. Log_2_-transformed label-free quantitation intensities were further processed to obtain log_2_-fold change values relative to time point zero for O_2_ and An samples separately.

### RNA isolation and mRNA enrichment and sequencing.

At the time of extraction, 6 ml of culture was collected from the culture flask and immediately combined with 6 ml of methanol that had been kept on dry ice in a 15-ml centrifuge tube. The mixture was then centrifuged at 5,000 × *g* for 15 min at −10°C. The supernatant was discarded, and pellets were frozen at −80°C until RNA extraction. Total RNA was extracted at 4°C using an RNeasy minikit (Qiagen catalog no. 74106) and submitted to the University of Wisconsin—Madison Biotech Center for further analysis. RNA purity and quality were assessed by the use of NanoDrop and Agilent QC. Samples with *A*_260_/*A*_280_ values below 1.8 were rerun through the RNeasy column to remove contaminants. Samples were then processed to remove rRNA by the use of an Illumina EpiCentre Ribo-Zero magnetic kit for bacteria. The cDNA library was prepared using the TruSeq Stranded Total RNA library preparation kit. Samples were sequenced on an Illumina HiSeq 2500 instrument with 100-bp single reads.

### Transcriptomics computational analysis.

Reads were quality checked using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). According to the FastQC reports, quality scores remained high throughout the reads and the level of adapter content was below 0.5%. Therefore, reads were not trimmed before alignment. Raw reads in fastq format were aligned to the Z. mobilis ZM4 ATCC 31821 genome (GenBank accession no. CP023715) using bowtie-2 via the use of RSEM software (55). Alignment parameters were set to default values. Estimated read counts were obtained for each gene using the RSEM method “rsem-calculate-expression” with the “bowtie2” option. Differential expression analysis was conducted using edgeR (56). Log_2_ fold change values were calculated using edgeR for each gene at each time point compared to time zero. O_2_ samples were all compared to the O_2_ zero time point, whereas An samples were compared to the An zero time point.

### Statistical analysis.

Metabolomics, transcriptomics, and proteomics data were all subjected to a repeated-measures analysis of variance (ANOVA) test for statistical analysis. For proteomics, log_2_-transformed signal intensity values were used for statistical analysis. For metabolomics, signal intensity values (divided by the value representing the ^13^C internal labeled standard and corrected for OD) were used. For transcriptomics, values representing numbers of transcripts per million were used. The repeated-measures ANOVA test was used to identify metabolites and genes whose abundance or expression level changed in response to oxygen. Statistical significance indicates that at least one time point during the oxygen exposure time course had a mean value that was different from the means at the other time points. This allowed us to obtain a single *P* value for each metabolite or gene rather than a unique *P* value for every time point compared to time zero or an anaerobic control. Anaerobic controls were not included in statistical analysis because, due to limiting costs, anaerobic control samples were not collected at every time point and are therefore not statistically comparable. Time was considered as a categorical rather than continuous variable to avoid choosing a specific relationship (e.g., linear or quadratic) of metabolite abundance or gene expression with respect to time. *P* values were corrected for multiple-hypothesis testing using the Benjamini-Hochberg method to calculate the false-discovery rate (FDR) (57).

### Data availability.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE (58) partner repository with the data set identifier PXD011545. Transcriptomics data have been deposited into the Gene Expression Omnibus with the data set identifier GSE125123 (59). Metabolomics data and other supplemental materials are available on GitHub (https://github.com/AmadorNoguezLab/Zymo-Oxygen).

How the deposited data were processed for this re-analysis (not part of the article)

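RNA of Z. mobilis ZM4 was sequenced in 38 samples, 29 from O2 cultures before exposure or after 5, 15, 30, 45, 60 or 120 min of it, and 9 from anaerobic (An) cultures at 0, 60 and 120 min. According to the methods, RNA was depleted of rRNA, sequenced on an Illumina HiSeq instrument, checked with FastQC and not trimmed, then aligned to the ZM4 genome with Bowtie2 through RSEM, whose estimated counts per gene went into edgeR. No versions of these tools are stated in the paper's text. The file analysed here is the authors' table of comparisons, with 1900 transcripts. As deposited, its log2 fold changes were computed by the authors with edgeR from the RSEM counts, and compare each O2 time with the O2 time zero and each An time with the An time zero; the table adds 1 p-value and 1 FDR per transcript. By the methods, the p-value comes from the authors' repeated-measures test on TPM (transcript abundance scaled to a fixed total per sample) over the O2 times with time as a category, and the An samples are not in it. The FDR equals the Benjamini-Hochberg correction of the p-values over the 1900 transcripts, with a largest difference of 8.0e-07. The mRNA columns of Table S2 equal the table within 5.0e-06 for the 1565 genes matched among the 1575 rows of Table S2 held here, out of 1918. Protein values are the paper's, from those rows.

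The table holds no counts and no value per replicate. The depth per sample is therefore unknown, no SD or interval is given, no replicate was left out, no replicate test was run here, and the samples could not be split in other ways. The fold change of a transcript is taken as the authors give it, with no filter and no pseudocount added. A call needs an FDR of at most 0.01 and at least a 2-fold change at the O2 time with the largest absolute log2 fold change, whose sign gives the direction. Of the table's IDs, 1854 matched a locus tag of the RefSeq annotation of assembly ASM305457v1 and 46 did not; symbols and positions come from it and products from Table S2. Transcripts were grouped as 1742 chromosomal, 149 plasmid and 9 rRNA.

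The genes named in the text follow a rule set before the data were examined, as were the calls, the gene lists, the tests and all alternatives except those stated to be later. The rule takes every gene whose transcript the paper discusses or draws in Fig. 4, the 10 largest rises and 10 largest falls among transcripts with an FDR of at most 0.01, and up to 4 members per list with the largest change, which gave 187 genes. The paper's figures and the first rows of Table S2 had been seen when the rule and the lists were set. There are 25 lists. They cover oxidative stress defence, the suf operon, other iron-sulfur cluster assembly and repair, the MEP pathway, hopanoid synthesis, membrane-bound dehydrogenases and quinol oxidases, the cytochrome bc1 branch, the Rnf complex, nitrogenase, ammonium assimilation, glycolysis and ethanol fermentation, ATP synthase, chemotaxis, flagellum, sulfate assimilation and cysteine synthesis, methionine and S-adenosylmethionine, branched-chain amino acid synthesis, chaperones and proteases, iron uptake and storage, aerobic ribonucleotide reductase, anaerobic radical enzymes, phage shock proteins, CRISPR-associated proteins, the uncharacterized genes named by the paper, and ribosomal proteins.

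For 24 lists, the share of upregulated and of downregulated members was compared with all other transcripts by a two-sided Fisher's exact test, with the Benjamini-Hochberg correction over 48 tests and an adjusted p of 0.05 as the threshold. The ribosomal list was read from a part of Table S2 and was not tested. Neighbouring genes share transcripts, so genes are not independent units in these tests. Counts adjusted over the list alone use the authors' p-values of the members. The median of each list at each time was ranked among those of 10000 random lists of the same size, drawn with the seed 7 and not matched on expression. These lists draw genes singly, so the ranks also treat neighbouring genes as independent units. They reflect the spread among genes, not among replicates. The time of the largest rise of upregulated transcripts was compared with that of transcripts with an FDR above 0.05 by Fisher's exact test. Correlations between O2 and An fold changes are across transcripts. The list test was tested on simulated data with 1900 transcripts and 20 lists of 10 members, of which 5 were shifted, over 50 runs, and called 100% of the shifted lists and 0.267% of the others. Simulated transcripts varied independently, with the same shift in every shifted list. These rates therefore do not give the error rate for lists of neighbouring genes in these data. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

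The alternatives were an FDR of at most 0.05 or 0.001, a threshold of 1.5-fold or none, leaving out the 15 min time point, a change at 2 or more times, subtraction of the An fold changes at 60 and 120 min, centring on the median of all transcripts, the mRNA columns of Table S2, the upregulated genes drawn in Fig. 4 and ranks against random lists. Alternatives added after the values were seen were chromosomal transcripts only, transcripts with a protein value only (for the counts and as the background of the list tests), and correlations without plasmids, rRNA and a region of the chromosome. Metabolite data were not analysed here.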

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

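All tests in this part were chosen after the results were seen. The 2 results below appear in transcripts that the paper does not discuss.

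Neighbouring transcripts between 1986622 and 2010275 on the chromosome had some of the largest fold changes in the table and high p-values. Of 26 transcripts there, 14 were at least 2-fold lower at 15 min, with a median 3.44-fold lower (2.03-fold lower over the 26), while in the An cultures their median log2 fold change was 3.16 at 60 min and 1.18 at 120 min (2.07 and 0.63 over the 26), and none of the 26 passes the authors' FDR (the lowest p in the authors' deposited table is 0.664 among the 14 and 0.290 among the 26, and 0 of the 26 have an unadjusted p under 0.05). Counting noise of weakly expressed genes is argued against by the An cultures, which have their own time-zero libraries and in which 92.3% of the 26 were above time zero at 60 min. An outlying set of O2 time-zero libraries as the whole cause is argued against by the change from 45 to 120 min, a median of 1.07 over the 26. A candidate explanation is that separate flasks differed in the expression of this region, but the high p-values (median 0.834 for the authors' p) are part of the pattern and do not test it, and with no value per flask it cannot be told apart from a change with time.

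Transcripts of the plasmid pZM33 were higher late in the O2 cultures, with a median log2 fold change of 0.96 at 120 min over its 40 transcripts against -0.05 in the An cultures. Of the 40, 37 rose in the authors' deposited table and 15 were upregulated. The other 3 plasmids were also higher at 120 min, with medians of 0.37 (pZM32), 0.41 (pZM39) and 0.57 (pZM36, where 42 of 47 transcripts rose in the authors' deposited table), against -0.02 for the chromosome. Normalization or the fall of abundant transcripts as the whole cause is argued against by the chromosome, where 90% of transcripts lie at or below 0.23, and a cause that lifts the 4 plasmids to the same extent by the highest of the other medians, 0.57, which lies below that of pZM33 by more than the SD among pZM33 transcripts (0.26). A change in the number of pZM33 copies per cell stays open, since 100% of its transcripts were above time zero at 120 min, but so do a cause shared by the plasmids to differing extents and a change in transcription of the whole plasmid, and no DNA was measured.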

How the results depend on the processing

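Of the alternatives reported in this part, those added after the results were seen are chromosomal transcripts only, transcripts with a protein value only, and the correlations without some transcripts. No paired analysis was possible because the table gives no value per sample; for the same reason leaving out each replicate and a block for the replicate letter, both planned, were not run, the depth is unknown, and what it limits cannot be stated. Whether a list median moved was judged by the spread among genes, not among replicates. Centring on the median of all transcripts left all 201 results with the same direction and side of the threshold. The Table S2 background left all 49 so, and an FDR of 0.05 left 52 of 53. The Table S2 columns left all 186, but they equal the table within 5.0e-06 and could not have changed a result. Centring kept the authors' FDR and moved values by little, most at 15 min in O2 cultures, where the median was -0.04. In every case below the cause was not tested, except that a looser threshold admits more transcripts by construction.

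The count of changed transcripts was 74 at an FDR of 0.001 (23 down), 257 at 1.5-fold (165 up, 92 down), 589 with no fold threshold (328 up, 261 down), 62 with a change at 2 or more times (30 up, 32 down), 71 relative to the An cultures (14 down) and 47 up without the 15 min time point. At 1.5-fold, the counts up and down were 66 up at 5 min, 145 and 5 at 15 min, 49 and 29 at 30 min, 23 and 86 at 45 min, 24 and 68 at 60 min, and 75 and 95 at 120 min. Fisher's exact test for upregulated members passed at 1.5-fold for the suf operon (adjusted p = 2.7e-05) and, for chaperones and proteases, at 1.5-fold (adjusted p = 0.0491) and at an FDR of 0.05 (adjusted p = 0.028), against adjusted p = 0.162 and 0.539 at the thresholds used. Ranking the median at 15 min among random lists (each tail doubled, corrected over the same 48 tests) passed for 13 of the 48 against 7 of Fisher's tests. Random lists draw genes singly, so neighbouring genes are not independent units in these ranks, which reflect no spread among replicates. By ranks the suf operon (adjusted p = 0.00213), glycolysis (0.00672), chemotaxis (0.00785), flagellum, sulfate assimilation and chaperones (0.0012 each) passed upward and nitrogenase (0.0012) and CRISPR proteins (0.0144) downward, while the downregulation of glycolysis and ATP synthase, which came later, did not (adjusted p = 1 each).

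Relative to the An cultures at 60 and 120 min, list medians (log2) that had lain outside the central 95% of random lists changed sign for ATP synthase at 120 min (0.0197), branched-chain amino acids (0.0938 and 0.018) and ribosomal proteins at 60 min (0.0617). Others moved by more than the spread among members, for the MEP pathway at 120 min (0.0258), dehydrogenases at 60 min (0.58), bc1 branch (-0.32 and -0.30), Rnf at 60 min (0.13), glycolysis (-0.19 and -0.18), ATP synthase at 60 min (-0.0568), sulfate assimilation at 120 min (1.82), chaperones (0.37 and 0.56), anaerobic radical enzymes at 120 min (0.0505), phage shock proteins (-0.25 and -0.32), CRISPR proteins (-0.19 and -0.12), ribosomal proteins at 120 min (-0.49) and the uncharacterized genes (0.61 and 0.88). Of these, the sign also changed, from medians within that range, for the MEP pathway, bc1 branch, Rnf, anaerobic radical enzymes, CRISPR proteins and, at 60 min, chaperones; and with a smaller move for hopanoids, other iron-sulfur assembly and anaerobic radical enzymes at 60 min and Rnf at 120 min. For single named genes, 242 values moved and 132 did not. The sign changed for some genes past the FDR. At 120 min adhP (ZMO1236) had a log2 fold change of -0.01 in O2 and -1.67 in An cultures. At 60 min ZMO0541 had -0.63 and -0.76. Pearson's r between O2 and An cultures at 60 min was 0.59, against 0.31, without plasmids, rRNA and the region of high p-values.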

Differences from the paper's values

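None of the paper's stated values compared here differed from the value computed at the paper's thresholds; the differences below concern statements about genes, and the alternatives named were all set before the data were examined.

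The paper counts glutathione reductase among the upregulated genes; the transcript gorA (ZMO1211) reached 1.64-fold with an FDR of 0.0151 in the authors' deposited table, while superoxide dismutase and ZMO1732 passed. It also reports upregulation of glucose dehydrogenase in transcript and protein; the transcript ZMO0072 reached 1.68-fold with an FDR of 0.0221 in the authors' deposited table, while Ndh and Ldh passed. An FDR of 0.05 brings both past the FDR but not past 2-fold. It describes all the genes from ZMO0036 to ZMO0038 as significantly upregulated, and the transcript of ZMO0036 has an FDR of 0.0962 in the authors' deposited table, which passes under no alternative, while ZMO0037 and ZMO0038 passed. It counts the cytochrome c peroxidase ZMO1136 as upregulated, and its transcript rose 1.64-fold (FDR 4.3e-05 in the authors' deposited table), which passes 1.5-fold but not 2-fold. The paper's sentence on this gene sets no fold threshold. The statements cover protein as well, and the paper's protein values were not compared for these genes.

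For LeuC, the paper bounds the change more narrowly than the 1.35-fold lower level of its transcript at 45 min (FDR 0.678 in the authors' deposited table, so not significant in either account). For gluconate kinase (ZMO1757), the transcript was 1.54-fold lower at 45 min, slightly beyond the paper's bound, with an FDR of 0.163 in the authors' deposited table, again not significant in either. In both cases the paper does not state whether its bound covers falls, or transcript or protein. As rises, the highest log2 fold changes, 0.22 for LeuC and 0.20 for gluconate kinase at 15 min, lie within the bounds. For ferredoxin, the paper places the FDR above a bound that ZMO0456, at 0.0134 in the authors' deposited table, does not meet, and that ZMO0860, at 0.0227, does; the paper's text does not name the locus.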

Other observations

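In this part, Fisher's exact tests and ranks among random lists were set before the data were examined but after the paper's figures had been seen. Of the tests on the relation between O2 and An cultures, that of outlying transcripts was set before its result was seen. The others were chosen after, as were the genes feoA, cysG, cysD, ZMO0607, fliL, fliN and csy3, which lie outside the naming rule. Of 16 genes for chaperones and ATP-dependent proteases, which refold or degrade damaged proteins, 8 rose, 0 fell and 8 did not pass in the authors' deposited table (8 rose when adjusted over the list alone). The heat shock sigma factor rpoH (ZMO0749) rose 2.25-fold and the protease subunit clpA (ZMO0405) 2.00-fold, while the chaperonin groEL (ZMO1929) reached 2.70-fold with an FDR of 0.0202 in the authors' deposited table. Upregulated members numbered 2 of 16 (two-sided Fisher's exact test, adjusted p = 0.539). The median of the list was 1.67-fold at 15 min, above that of 100% of random lists, and 0.997-fold at 60 min, and 1.52-fold lower in the An cultures at 120 min. Both genes of the aerobic ribonucleotide reductase, which makes deoxynucleotides, were upregulated in the authors' deposited table (2 of 2 rose when adjusted over the list alone), ZMO0443 to 4.22-fold and ZMO1039 to 2.09-fold (two-sided Fisher's exact test, adjusted p = 0.0117). The paper's figures had been seen when this list was set, so it is not independent evidence of its direction. Of 10 genes of iron uptake and storage, 3 rose, 0 fell and 7 did not pass in the authors' deposited table (3 rose when adjusted over the list alone). They were the bacterioferritins ZMO1410, at 5.05-fold, and ZMO1586, at 2.57-fold, which store iron, and feoA (ZMO1540), at 1.31-fold.

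Sulfate assimilation genes, 9 of 10 of which did not pass the FDR in the authors' deposited table, had a median of 1.62-fold at 120 min in O2 and 2.15-fold lower in An. At that time 7 of the 10 were at least 2-fold higher in O2 than in An, while at 60 min 0 of 10 were, with a median difference of 0.18 on the log2 scale. Siroheme synthase (cysG, ZMO0006) was 3.88-fold lower in An cultures at 120 min and sulfate adenylyltransferase (cysD, ZMO0005) 2.59-fold lower; this difference was not tested. Of 26 flagellar genes, 6 rose, 3 fell and 17 did not pass in the authors' deposited table (11 rose and 6 fell when adjusted over the list alone; the median at 15 min lay above that of 100% of random lists and that at 120 min, 1.25-fold lower, above that of 0%, with O2 minus An at -0.48 on the log2 scale), with the motor gene motA (ZMO0603) at 1.95-fold, and the P-ring protein ZMO0607, fliL (ZMO0642) and fliN (ZMO0644) lower by 1.67-fold, 1.29-fold and 1.08-fold. Of 14 hopanoid genes, 3 rose and 3 fell (3 and 3 when adjusted over the list alone) in the authors' deposited table, all within 1.56-fold. Of the 6 genes of the Rnf complex, 1 rose and 2 fell in the authors' deposited table (1 and 2 when adjusted over the list alone), all within 1.13-fold. Of all 1900 transcripts, 328 rose and 261 fell at this FDR, so these counts alone do not set the flagellar, hopanoid and Rnf genes apart. Of 5 anaerobic radical enzymes, 1 rose (pflB, ZMO1570, 1.63-fold, and 1 when adjusted over the list alone) in the authors' deposited table, and of 4 phage shock genes 0 passed. Of those 4, 2 had an unadjusted p under 0.05, against 77.9% of all transcripts. Of 6 CRISPR-associated genes 1 fell (csy3, ZMO0684, 1.15-fold lower, and 1 when adjusted over the list alone), with a median at 15 min above that of 0.17% of random lists.

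Transcripts that rose after oxygen exposure were lower in the An cultures. Over the 57 upregulated chromosomal transcripts, the median log2 fold change in An cultures was -0.41 at 60 min and -0.61 at 120 min, and across all transcripts the O2 fold change at 15 min and the An fold change at 60 min, which have different time-zero libraries, had a Pearson's r of -0.65 (Spearman's rho -0.70), across genes that are not independent. Outlying transcripts as the whole cause are argued against by r = -0.58 without plasmids, rRNA and the region of high p-values, and an outlying set of An time-zero libraries as the whole cause by the further median change of -0.20 from 60 to 120 min. The relation may follow growth of the anaerobic cultures toward late exponential phase, since 77.2% of the 57 were lower at 120 min than at 60 min, but growth and time cannot be separated in these cultures. That share and the median change of -0.20 describe the same values and are not separate evidence, and without replicate values their spread is unknown. Relative to the An cultures, 26 of the 57 were at least 2-fold higher at 120 min, against 10 relative to time zero.

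At 60 min, O2 and An fold changes had a Pearson's r of 0.31 and a Spearman's rho of 0.59 across transcripts, and at 120 min 0.27 and 0.35; without plasmids, rRNA and the region of high p-values, r at 120 min was 0.32. Between 60 and 120 min in O2 cultures, which share time-zero libraries, r was 0.90. Of all transcripts, 77.9% have an unadjusted p under 0.05 in the authors' deposited table, as do 78.6% of the 537 whose fold change never exceeded 1.15, and an FDR of at most 0.01 is found for 31.0% of all and 21.8% of these 537.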
